# Single-cell profiling of *Arabidopsis* leaves to *Pseudomonas syringae* infection

**DOI:** 10.1016/j.celrep.2023.112676

**Published:** 2023-06-20

**Authors:** Jie Zhu, Signe Lolle, Andrea Tang, Bella Guel, Brian Kvitko, Benjamin Cole, Gitta Coaker

## Abstract

Plant response to pathogen infection varies within a leaf, yet this heterogeneity is not well resolved. We expose *Arabidopsis* to *Pseudomonas syringae* or mock treatment and profile >11,000 individual cells using single-cell RNA sequencing. Integrative analysis of cell populations from both treatments identifies distinct pathogen-responsive cell clusters exhibiting transcriptional responses ranging from immunity to susceptibility. Pseudotime analyses through pathogen infection reveals a continuum of disease progression from an immune to a susceptible state. Confocal imaging of promoter-reporter lines for transcripts enriched in immune cell clusters shows expression surrounding substomatal cavities colonized or in close proximity to bacterial colonies, suggesting that cells within immune clusters represent sites of early pathogen invasion. Susceptibility clusters exhibit more general localization and are highly induced at later stages of infection. Overall, our work shows cellular heterogeneity within an infected leaf and provides insight into plant differential response to infection at a single-cell level.

## In brief

Zhu et al. report the plant response to *Pseudomonas* infection at single-cell resolution, showing that leaves exhibit cell populations at opposing states (immune and susceptible). Immune and susceptible cell populations are determined by bacterial colony size and infection time. Their study provides a framework for high-resolution exploration of plant host-pathogen interactions.

## INTRODUCTION

Plants can be infected by diverse pathogens capable of colonizing roots, vascular tissues, and foliar (leaf) tissue. Many plant diseases exhibit variable symptoms. For example, inoculation of bacteria or fungal spores using infiltration or spray results in unequal symptom development and a relatively small proportion of pathogens successfully invade their hosts.^1–3^ Moreover, different stages of pathogen infection are often observed within a leaf.^4,5^ Heterogeneity in pathogen distribution and, likely, the plant response affects symptom development.^6^ Strains of the bacterial pathogen *Pseudomonas syringae* have a broad host range and can infect many economically important plant species, causing a variety of foliar symptoms.^7,8^

Mechanisms regulating pathogen distribution and colonization on plants can be a combination of physical, metabolic, and immune barriers. Physical barriers, such as trichomes, the waxy cuticle, plant cell walls, and closed stomatal pores can regulate the penetration of pathogens into the plant interior.^9,10^ Plants can also recognize pathogen molecular features, including damage and effectors, using either surface-localized or intracellular immune receptors.^11^ Surface-localized pattern recognition receptors (PRRs) detect microbe-associated molecular patterns (MAMPs) or damage-associated molecular patterns (DAMPs), resulting in PRR-triggered immunity (PTI). Immune recognition leads to a series of downstream defense responses, including calcium influx, the production of reactive oxygen species, defense hormone production, and global transcriptional reprogramming.^12,13^ PTI can be generally induced against diverse pathogens because of the conserved nature of MAMPs (e.g., bacterial flagellin and elongation factor Tu, fungal chitin).^13^ However, virulent pathogens secrete metabolites and proteinaceous effectors that dampen immunity and establish suitable environments for growth.^14^ Thus, plant-pathogen interactions are a highly dynamic process, resulting in heterogeneous cellular responses.

Past studies investigating plant-pathogen interactions mainly depend on assays from bulk tissue (i.e., whole leaf or roots). Although genome-wide transcriptional profiling has advanced our understanding of immune responses, cellular responses are averaged across entire tissues.^15,16^ Single-cell RNA sequencing (scRNA-seq) technologies enable massively parallel transcriptional profiling of thousands of cells.^17–20^ scRNA-seq interrogates populations at the single-cell level and on a genome-wide scale to profile transcriptomes from different cell types and cell states.^18,21^ The application of scRNA-seq in plants has provided new insight into cell identity, function, and development in different tissues.^22–27^ With respect to pathogen infection, it remains unclear how large populations of plant cells within a tissue respond and how pathogen proximity influences cellular responses at high resolution.

In this study, we combined scRNA-seq and live-cell imaging of fluorescent reporters to investigate plant cellular responses to pathogen infection. We established a transcriptome atlas of *Arabidopsis* leaf tissue infected with virulent *P. syringae*. The atlas enabled the identification of pathogen-responsive cell clusters at immune, transition, and susceptible states. Pseudotime trajectory revealed a continuum of disease progression from an immune to a susceptible state. We validated this trajectory using fluorescent transcriptional reporter lines expressing either immune or susceptible cell cluster markers identified by scRNA-seq. Finally, we identified diverse spatial and temporal patterns of immune and susceptible marker genes that can be influenced by pathogen proximity.

## RESULTS

### scRNA-seq profiling of *Arabidopsis* leaf tissue infected with *P. syringae*

To investigate plant responses to pathogen infection at high resolution, we first analyzed bacterial distribution within a leaf. We compared the bacterial distribution between wild-type *P. syringae* pv. tomato DC3000 3xmCherry with the DC3000 *ΔhopQ1* 3xmCherry at 0, 4, 10, and 24 h post-inoculation (hpi; Figure S1). Both bacterial strains behaved identically. The *hopQ1* effector deletion strain, frequently used as a tool to investigate *P. syringae*, is fully virulent on *Arabidopsis* and also infects *Nicotiana benthamiana*.^28^ Therefore, we used virulent *P. syringae* pv. tomato DC3000 *ΔhopQ1* labeled with 3xmCherry (hereafter *Pst* DC3000) for our experiments. *Pst* DC3000 was inoculated on four-week-old *Arabidopsis thaliana*. We observed patchy distribution of *Pst* DC3000 as well as differences in colony number and area within a leaf at 24 hpi, suggesting that bacterial colonization is spatially variable (Figures 1A–1C). At this infection stage, *Arabidopsis* leaves do not exhibit visible symptoms, but bacteria multiply aggressively.^7,29^

*Pst* DC3000 colonizes the intercellular space between mesophyll cells, manipulating them to provide more favorable conditions for microbial growth. To characterize the dynamics of the interaction between *Pst* DC3000 and *Arabidopsis* mesophyll tissue, we enriched for mesophyll cells using the Tape-*Arabidopsis* Sandwich method (Figure 1D).^30^ Single-cell transcriptomes were then profiled from *Pst* DC3000- and mock-treated samples 24 hpi using the 10X Genomics scRNA-seq platform (Figure 1D). We recovered 11,895 single-cell transcriptomes with a median number of 3,521 genes and 17,017 unique transcripts, representing more than 80% of protein-coding genes in the *Arabidopsis* genome (Figures S2A and S2B). Complementing our single-cell datasets, we also performed bulk RNA sequencing (RNA-seq) for protoplasts and infiltrated leaves to identify genes modulated in response to pathogen infection (n = 890, adjusted p < 0.01, log fold-change > 2), as well as genes possibly affected by protoplast generation (n = 7,548, adjusted p < 0.01, log fold-change > 0.5; Table S1A). 

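Bulk RNA-seq compared intact infiltrated leaves of 4-week-old *Arabidopsis* Col-0 with protoplasts, leaf cells freed of their walls by enzymes after the lower leaf side had been pulled off with tape. Plants were infiltrated with *Pst* DC3000 at an OD600 of 1e-04 or with mock solution, and material was taken after 24 h. The data comprise 3 libraries from mock-treated leaves, 3 from *Pst* DC3000-treated leaves, 1 from mock-treated protoplasts and 1 from *Pst* DC3000-treated protoplasts. The article names the bacterial strain as the *hopQ1* deletion strain with an mCherry label and the library kit as QuantSeq FWD, which primes at the poly(A) end of transcripts. The sample labels give the strain as DC3000 and the library preparation as NEBNext oligos, and the article's description was used here. The authors trimmed single-end reads, aligned them to the *Arabidopsis* genome with the Araport11 annotation using STAR, and deposited the number of reads counted per gene, without normalization. Library totals on genes were 2962427, 2683094 and 2724068 counts (median 2724068) for mock-treated leaves and 2897639, 2435443 and 2784953 counts (median 2784953) for *Pst* DC3000-treated leaves. The mock-treated and *Pst* DC3000-treated protoplast libraries held 2940292 and 2840722 counts. These counts were 38.1 to 42.0% of the 6028178 to 7545312 reads per library, while 44.3 to 49.0% of reads mapped to more than 1 place and were not counted. Chloroplast genes took 15.4 to 19.6% of the counts in leaves, against 28.4% in mock-treated and 25.0% in *Pst* DC3000-treated protoplasts.
From these counts, 16050 genes passed edgeR's expression filter and were normalized by the trimmed mean of M values (TMM). They were fitted in 1 quasi-likelihood model of treatment, material and their interaction, the design the authors describe in their methods. The paper's *Pst* DC3000 values that could be compared match a model without the interaction. The *Pst* DC3000 effect is that of treatment in leaves, and the protoplasting effect is that of material after mock treatment. Because each protoplast group is a single library, its effects have no replicate check, and the model assumes that protoplast libraries vary as leaf libraries do. Across genes, leaf replicates of 1 treatment had Spearman's rho of 0.929 to 0.960, and each pair differed by more than the sampling noise.

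**Figure D1:**
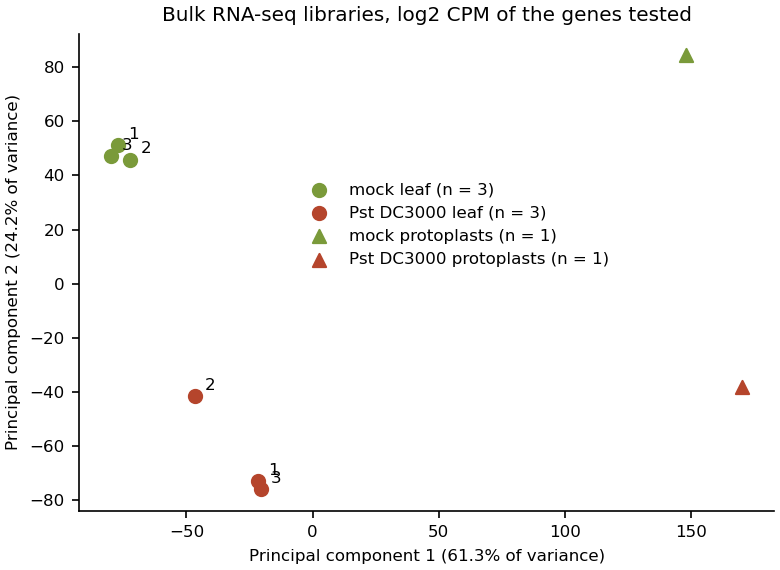
Principal components of the 8 bulk libraries, computed on log2 CPM (counts scaled to TMM-adjusted library size) of the 16050 genes. Each point is 1 library, circles are leaves, triangles are protoplasts, and numbers give the leaf replicate. The first component (61.3% of the variance) parts protoplasts from leaves and the second (24.2%) parts *Pst* DC3000 from mock treatment.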

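At an adjusted p under 0.01 and a log2 fold change beyond 2 in either direction, *Pst* DC3000 changed 1084 genes in leaves (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries per treatment). In 1079 of them the 3 *Pst* DC3000 libraries all lay on one side of the 3 mock libraries, a separation seen in 48.4% of all tested genes, where chance gives 10%. With each leaf library left out in turn, between 869 and 1394 genes passed. In number of genes, the count moved most with a log2 fold change limit of 1 (2813 genes). As a ratio it moved further in 2 other settings. It was 147 genes with reads on the antisense strand, and 163 genes when the fold change itself was tested against the limit of 2 with edgeR's glmTreat. Protoplasting changed 5342 genes at the criteria of the article's methods (adjusted p under 0.05, log2 fold change beyond 0.5), and 3550 genes at an adjusted p under 0.01. Leaving out each leaf library gave 4619 to 6099 genes at the criteria of the methods. Apart from the antisense strand (670 genes), the largest shift came from scaling by library size alone (9346 genes), an alternative added after the data were seen.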

There was a strong correlation between merged single-cell and bulk protoplasts samples (Spearman’s rho = 0.786 and 0.848 for mock- and bacteria-treated samples, respectively; Figure S2C), indicating that protoplasting did not severely affect most genes’ expression. 

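Of the genes changed by protoplasting, 3130 were increased and 2212 decreased in mock-treated protoplasts, and in 4149 both protoplast libraries lay outside the range of the 6 leaf libraries on that side. DESeq2 called 3753 of the same genes and limma-voom 4095. The following genes had the 5 highest and 5 lowest fitted log2 fold changes among called genes with at least 5 CPM on average and both protoplast libraries outside the leaf range. Each had no count in one of the compared groups, where fitted values depend on the prior count, so their rank against genes with counts in both is not established. *ROH1* (AT1G63930) had no count in the 3 mock leaf libraries and 525 counts (316 CPM) in mock-treated protoplasts, at least 318-fold higher when the leaves are set at a floor of 3 counts per library (adjusted p = 2.11e-09, edgeR's quasi-likelihood test). On the same basis AT1G71520 was at least 239-fold, AT5G05220 at least 213-fold, AT1G47130 at least 201-fold and AT4G33905 at least 148-fold higher. Conversely, AT3G23450 had 323 ± 14.8 CPM in mock-treated leaves (SD, n = 3) and no count in either protoplast library, at least 179-fold lower in mock-treated protoplasts (adjusted p = 1.58e-06, same test). AT3G16370 was at least 152-fold lower, AT1G29660 at least 132-fold, *IAA7* (AT3G23050) at least 103-fold and *FDH* (AT2G26250) at least 101-fold. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. On the antisense strand AT1G29660 changed by 0.28 (log2) and was not called. The paper removed the genes changed by protoplasting from dimension reduction and integration of its single-cell data.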

We excluded protoplast-inducible genes from further analysis of our single-cell dataset.

Using graph-based unsupervised clustering, we identified 18 major cell clusters and visualized them on a uniform manifold approximation and projection (UMAP) plot (Figure 1E). Each cluster contained cells from both *Pst* DC3000- and mock-treated leaves (Figures 1E and S2D). To assign cell types, we used a recently published single-cell transcriptomics survey of *Arabidopsis* leaf tissue,^23^ as well as expression of well-known cell type markers. The predominant predicted identity of cells within each cluster was then used to assign a cell type to the whole cluster. We also integrated our single-cell datasets with five previously published *Arabidopsis* leaf scRNA-seq datasets.^23–25,31,32^ Analysis of the integrated dataset suggests that the vast majority of cells profiled in this study are similar in cell type as those profiled by others, with the exception of an increased density of *Pst* DC3000-treated cells within the larger mesophyll cell cluster (Figures S2F–S2N). The 18 cell clusters contain eight cell types, but exhibit predominant mesophyll identity (~93.7% of all cells, clusters M1–M14; Figures 1E, 1F, and S2D).

### scRNA-seq reveals cell clusters ranging from immunity to susceptibility within a leaf

Integrative analysis of cells from *Pst* DC3000- and mock-treatment revealed a large subpopulation of cells from infected leaves constituting clusters M1–M5 (Figures S2D, S3A, and S3B). More than 70% of cells in clusters M1–M5 were exposed to pathogen treatment, representing 34.8% of all cells. Further examination revealed that expression of genes induced by bacterial infection in these five clusters were generally higher than other clusters (Figure S3C). We refer to these five clusters, M1–M5, as pathogen-responsive clusters. Some of the cells in pathogen-responsive clusters were from the mock-treated sample (Figures S2D, S3A, and S3B). We then re-clustered cells from mock-treated sample and examined the distribution of cell populations defined from the integrated dataset. Cells in clusters M1–M5 still remained their unique character, although they were more diffuse than when combined with DC3000-treated cells (Figure S4A). The plants used for this study were grown on soil (not in axenic conditions) and we hypothesize soil-borne or environmental bacteria that might elicit a defense response from the plant as previously described.^33^ We examined whether impacts from protoplasting could have resulted in segmentation of this cell population. 

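The set induced by protoplasting in bulk RNA-seq was made up of the 3130 genes with a log2 fold change above 0.5 in mock-treated protoplasts, 58.6% of all genes changed by protoplasting. For 2563 of these genes both protoplast libraries exceeded all 6 leaf libraries, and 2446 genes kept an adjusted p under 0.01 in edgeR's quasi-likelihood test. The share of increases depended on the scaling, and was 20.5% with library size alone (an alternative chosen after seeing the data), 46.9% when the effect was averaged over both treatments and 74.3% in limma-voom.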

Here, we derived a protoplast signature score representing scaled expression across the set of genes found to be induced by protoplasting (Figure S2E). Although some cell clusters exhibited relatively high protoplast-related expression, this could not completely explain the separation of cells from treated and untreated populations (Figure S2E). Taken together, our results indicate major differential shifts in the plant cell response after pathogen exposure.

To investigate the transcriptional reprogramming occurring in each pathogen-responsive cluster, we carried out Gene Ontology (GO) analyses. Clusters M1 and M2 exhibited enrichment of GO terms related to defense response to bacterium, immune response, and response to salicylic acid (SA) (Figure S3D). Clusters M4 and M5 were enriched in terms related to response to jasmonic acid (JA) and water transport (Figure S3D). These results suggest opposite transcriptional responses in clusters M1 and M2 versus clusters M4 and M5. To confirm this result, we calculated immune and susceptibility response scores based on gene expression modules for sets of genes known to be involved in immunity or disease and were differentially expressed in our bulk RNA-seq analysis (Figure 2A; Table S1B). 

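Table S1B gives 25 immunity and 21 susceptibility genes. In leaves, 24 of the immunity genes were tested, and *GLR2.9*, with 3 counts over the mock and 1 over the *Pst* DC3000 leaf libraries, was not. The list's median log2 fold change was 2.46, or 2.39 with *FRK1* and *RMG1*, which had no mock leaf count, set at their lower bounds. Fold changes were above 0 in 23 genes, and 15 passed the criteria for *Pst* DC3000-changed genes (edgeR's quasi-likelihood test). As a set the list was higher in *Pst* DC3000-treated leaves (camera, adjusted p = 3.54e-08 over 3 lists), also under fry (adjusted p = 0.00798). The paper filtered both lists on these same libraries, so neither test is independent evidence. An adjusted p under 0.01 was reached by 16 immunity genes over all genes tested and by 21 adjusted over the list alone. *FRK1* (AT2G19190) rose at least 9.42-fold and *RMG1* at least 4.58-fold above a floor of 3 counts per library, and the largest fitted change among genes with mock leaf counts was that of *UGT76B1* (AT3G11340), with 1.34 ± 1.51 CPM in mock and 137 ± 57.4 CPM in *Pst* DC3000 leaves (SD, n = 3), a log2 fold change of 6.65 (standard error 0.50, adjusted p = 1.57e-06). *PR1* (AT2G14610) went from 6.90 ± 4.90 to 171 ± 132 CPM (log2 fold change 4.65, standard error 0.74). *PR1*, *FRK1*, *CRK36*, *CRK7* and *RMG1* were not called in limma-voom, where 10 genes of the list passed, nor was *PR1* with robust dispersions (adjusted p = 0.0411, the highest over its alternatives). *WRKY18*, *MLO12* and *ATL41*, and *NPR3* of the susceptibility list, were not called in an additive model of treatment and material. With the effect averaged over leaves and protoplasts, these 4 genes and *SARD4*, *LECRK-IV.1*, *SWEET4*, *JIN1/MYC2* and *CML46* were not called. Without mock leaf replicate 1, *RMG1* missed the threshold at an adjusted p of 0.0105, and without *Pst* DC3000 leaf replicate 1, *ATL41* fell from 2.18 to 1.89. With unstranded counts *ATL41* stood at 1.97 and was not called either. The 9 tested genes that did not pass were *ATBBE25* (2.28, and 2.59 and called without *Pst* DC3000 leaf replicate 2), *SERK4* (1.77), *EDR4* (1.21), *MDL3* (0.91), *AIR12* (0.73), *BGLU25* (0.49), *BIK1* (0.16), *DHYPRP1* (0.00) and *PUB22*. *PUB22* (AT3G52450) was the one gene below 0, at -2.05 (standard error 0.66, adjusted p = 0.0274), and was called decreased without a count filter or with a replicate term.
All 21 susceptibility genes were tested, with a median log2 fold change of 1.60. Of these, 17 were above 0 and 9 passed, and the list was higher as a set (camera, adjusted p = 7.57e-06; fry, adjusted p = 6.53e-05). An adjusted p under 0.01 was reached by 12 over all genes tested and 13 adjusted over the list alone. *CORI1* (AT1G19670) had the largest increase, from 69.0 ± 11.2 to 890 ± 170 CPM (log2 fold change 3.69, standard error 0.21, adjusted p = 4.04e-07). *NUDT7* stood at 1.96 and passed without mock leaf replicate 2 (2.22) or without *Pst* DC3000 leaf replicate 2 (2.23). The lowest value was that of *WRKY7* at -0.92 (standard error 0.59, adjusted p = 0.254). Among the alternatives, the immunity median moved most on the antisense strand, where 3 of its genes were tested. The paper used these lists to score immune and susceptible states in single cells.

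**Figure D2:**
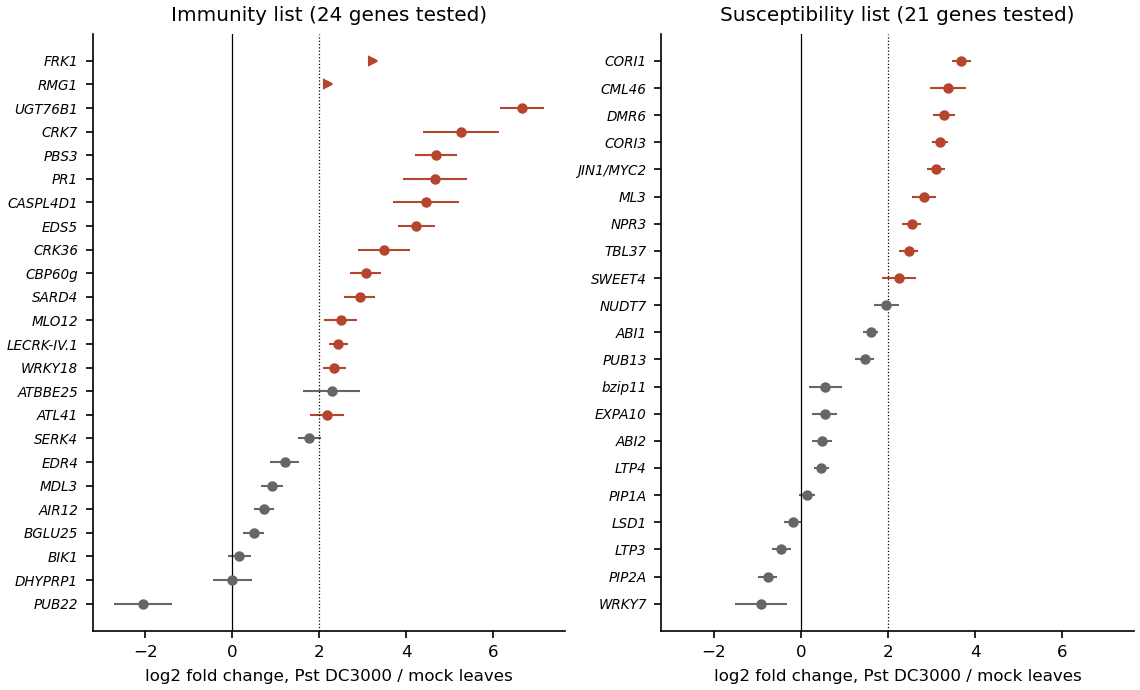
Log2 fold change of *Pst* DC3000-treated over mock-treated leaves for the tested genes of both lists (24 and 21 genes, 3 libraries per treatment). Circles show the edgeR estimate with its standard error, triangles show the lower bounds of *FRK1* and *RMG1*, red marks genes past the criteria, and the dotted line is a log2 fold change of 2. Of the immunity genes 15 are red, and of the susceptibility genes 9.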

Consistent with the GO analyses, clusters M1 and M2 displayed a higher immune response score, while M4 and M5 displayed a higher susceptibility response score (Figure 2A). Cluster M3 did not display a strong average response score (Figure 2A).

Next, we analyzed the expression of known genes involved in immunity and susceptibility to *Pst* DC3000 (Figure 2B). Expression of known plant immune-related genes *CALMODULIN BINDING PROTEIN 60g (CBP60g), ENHANCED DISEASE SUSCEPTIBILITY 5 (EDS5), FLG22-INDUCED RECEPTOR-LIKE KINASE 1 (FRK1)* and *PATHOGENESIS-RELATED 1 (PR1)* was induced in clusters M1 and M2 compared with non-responsive mesophyll cell clusters (M6–M14). In contrast, clusters M4 and M5 displayed induced expression of genes in susceptibility including those responded to JA and abscisic acid (ABA) (e.g., *CHLOROPHYLLASE 1/CORONATINE INDUCED 1 [CORI1], CORONATINE INDUCED 3 [CORI3]*, and *ABA INSENSITIVE 1* [*ABI1*]). *Pst* DC3000 induces JA signaling through production of coronatine, but protoplasting can also induce JA.^34–36^ Although pathogen-responsive clusters had low protoplast signature scores, other clusters with JA GO term induction had higher protoplast induced scores, which may be the result of incomplete gene removal (Figures S2E and S3D). Specific transcripts related to both immunity and susceptibility were induced in cluster M3, but at lower magnitude compared with clusters M1–M2 and clusters M4–M5, suggesting a transition state between immunity and susceptibility (Figures 2A and S4B). Cluster M2 exhibited the strongest activation of immune-related genes and related biological processes (Figures 2A, 2B, and S3D). These data indicate that M1 and M2 represent immune-activated clusters, M3 is a transition cluster, and M4 and M5 represent susceptibility clusters (Figures 2A and 2B). *Pst* DC3000 is able to cause disease on *Arabidopsis* and consistent with a compatible interaction, M5 represents the largest cluster (14.2% of 11,895 cells; Figure S2D).

Within a tissue, there are multiple points of infection representing different stages of disease development. Pseudotime analyses, which aim to order cells relative to a temporal, developmental, or treatment axis, have been used to model the trajectory of a biological process, with each cell signifying a singular time point along a continuum.^37^ In order to predict the trajectory of pathogen-responsive cellular clusters, we performed pseudotime analysis using Monocle 3.^37–40^ To circumvent influence of different cell types, we used *Pst* DC3000-treated mesophyll cells from clusters M1–M14 to infer the trajectory of disease progression. The trajectory was mostly linear, progressing through nonpathogen-responsive clusters (M6–M14), followed by immune clusters (M1 and M2), the transition cluster M3 and ended in the susceptible clusters (M4 and M5; Figure 2C). In order to investigate pathogen responsiveness through pseudotime, a signature score was computed to quantify the overall impact *Pst* DC3000 has on each cell using module scores from genes identified as differentially expressed in our bulk RNA-seq data. 

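The *Pst* DC3000-changed genes in leaves comprised 771 increased and 313 decreased genes. For 42 of the increased genes none of the 3 mock leaf libraries had a count, so that only a lower bound of their change can be given. The named genes have the 5 highest and 5 lowest fitted log2 fold changes among called genes with at least 5 CPM on average in leaves and no overlap between treatments. All 5 increases were of genes without a mock leaf count, whose fitted values depend on the prior count, so their rank against genes with mock counts is not established. *WRKY51* (AT5G64810) had 33.8 ± 16.6 CPM in *Pst* DC3000-treated leaves (SD, n = 3), at least 34.1-fold above a floor of 3 counts per mock library (adjusted p = 1.76e-05, edgeR's quasi-likelihood test). *BSMT1* (AT3G11480) was at least 32.4-fold and *MSRB8* (AT4G21840) at least 20.0-fold higher. AT3G13610 was at least 17.9-fold and AT3G13950 at least 15.5-fold higher, and both missed the threshold with robust dispersions (adjusted p of 0.0125 and 0.0247, the highest of all alternatives for these genes). AT3G13950 also missed it in limma-voom. *GASA6* (AT1G74670) had the lowest fitted value, and decreased from 88.5 ± 23.7 to 3.57 ± 3.06 CPM (log2 fold change -4.71, standard error 0.39, adjusted p = 2.97e-06, same test). *EXPA8* changed by -4.14, *BXL2* by -3.92, AT5G22920 by -3.91 and AT5G46220 by -3.90 (log2), and *EXPA8* was not called when the effect was averaged over leaves and protoplasts. DESeq2 called 983 and limma-voom 937 of the same genes. For its signature score, the paper set module scores of the increased and of the decreased genes against each other in each cell.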

When overlaid upon pseudotime, the *Pst* DC3000 signature score was markedly induced in cells undergoing immunity (clusters M1 and M2), then plateaued or decreased through cells experiencing features associated with disease susceptibility (clusters M3–M5), consistent with the dynamic nature of plant-pathogen interactions (Figure 2D). These results indicate in a compatible interaction, disease progresses from plant defense, into a transitional state and culminates in susceptibility.

We also sought to identify genes that have dynamic expression patterns relative to the imputed pseudotime axis. Here, we again used Monocle 3 to identify genes that vary significantly with pseudotime, retrieving 776 loci (Figure S5; Table S1C). We clustered these into seven groups, with two clusters having expression profiles consistent with a susceptibility response (clusters 2 and 6), while four clusters had profiles consistent with immunity or the transition between immunity and susceptibility (clusters 3–5 and 7) (Figure S5; Table S1C). Genes within clusters consistent with a susceptibility or immune response represent candidates important in disease progression (Figure S5). We also identified unique transcripts expressed in immunity, transition, and susceptibility clusters (Figure S4B).

### Visualization of immune and susceptible cellular markers during disease progression

We sought to experimentally validate pseudotime predictions and investigate expression of immune and susceptible markers through the course of infection. We used surface inoculation, which more closely mimics natural infection, on two-week-old *Arabidopsis* seedlings. This protocol also allows inoculation of younger plants to facilitate imaging by confocal microscopy. In order to test the experimental setup, we first monitored the growth of *Pst* DC3000-mCherry (Figure 3A). Bacterial titers did not change in the first 4 hpi, but dramatically increased from 24 to 72 hpi, consistent with previous experiments on seedlings and soil-grown plants (Figure 3A, left).^7,41^ We visualized spatio-temporal dynamics of bacterial colonization after surface inoculation. At 24 hpi, spotty fluorescence signals were observed (Figure 3A, middle), which was similar to syringe infiltration (Figure 1A). Visualizing multiple focal planes of bacterial fluorescence signals demonstrated that bacteria colonized intercellular space between mesophyll cells by 24 hpi. At 48 and 72 hpi, we observed enlarged and merged fluorescent spots, indicating high multiplication of bacterial populations at these stages (Figure 3A, middle). Quantification of fluorescence intensity per colony showed a continuous increase over time (Figure 3A, right).

We then visualized the expression patterns of cell cluster marker genes and fluorescently tagged *Pst* DC3000 during the course of infection. We selected marker genes that showed relatively high and specific expression from scRNA-seq analyses in either immune or susceptible clusters. Fluorescent transcriptional reporter lines coupled to a nuclear localization signal (NLS) enabled visualization of cell-specific plant responses during pathogen infection.

Three immune marker genes were selected: *FRK1*, *AT3G18250* (*LIPOPROTEIN 1, LipoP1*), and *CBP60g. FRK1* is a receptor-like kinase that is strongly induced during pattern-triggered immunity and at early stages after pathogen infection.^42,43^ *LipoP1* is a putative membrane lipoprotein, whose function is unknown. The *CBP60g* transcription factor regulates biosynthesis of the plant defense hormone SA.^44,45^ All three markers displayed high expression in immune clusters M1 and M2, variable expression in the transition cluster M3, but low expression in susceptible clusters M4 and M5 (Figures 3B–3D left, Figure S7A).

Using a previously characterized transcriptional reporter *pFRK1::NLS-3xmVENUS*^46^ and newly generated transgenic lines *pLipoP1/pCBP60g::NLS-3xmCitrine*, we observed low fluorescence signals in mock-inoculated *Arabidopsis* true leaves (Mock, Figures 3B–3D). A time course experiment was able to detect *FRK1* expression at earlier time points (4 and 10 h), but the induction was weaker and not significant from the mock inoculation (Figure S6A). *FRK1* expression was strongly induced at 24 hpi and dramatically downregulated at 48 and 72 hpi (Figure 3B). *FRK1* was previously shown to be strongly induced 2 h post-syringe infiltration with *Pst* DC3000 using qPCR.^43^ These results suggest that the expression of *FRK1* at 24 hpi represents an early infection stage using surface inoculation. We observed the expression of *LipoP1* and *CBP60g* was highly induced at 24–48 hpi (Figures 3C and 3D). All three immune markers *FRK1*, *CBP60g*, and *LipoP1* exhibited more localized induction at 24 hpi. The expression of all immune markers was significantly reduced at 72 hpi when plants exhibited chlorosis and water-soaked symptoms (Figures 3B–3D). A second independent transgenic line of *pLipoP1::NLS-3xmCitrine* exhibited a similar expression pattern, but had more robust expression at 72 h (Figure S6C). Compared with *CBP60g* and *FRK1, LipoP1* exhibited stronger expression in the transition cluster M3, which might result in stochasticity of the late expression of this gene in different lines (Figures 3C and S6C). We screened four transcriptional reporter lines of *CBP60g* (Figure S7F). Three of them (22-1, 22-18, and 22-23) had similar pattern of expression and exhibited localized expression surrounding bacterial colonies at 24 hpi. In contrast, one *CBP60g* line (22-4) was induced at 24 h but did not exhibit localized expression (Figure S7F). Together, these data highlight activation of immune marker genes at early infection stages and downregulation at late stages, consistent with the pseudotime trajectory.

We explored expression of three susceptibility marker genes strongly expressed in clusters M4 and M5: *EXPANSIN 10 (EXPA10), PLASMA MEMBRANE INTRINSIC PROTEIN 1;4 (PIP1;4)*, and *IAA-leu-resistant-like 5 (ILL5). EXPA10* belongs to the expansin gene family whose members are able to induce cell wall loosening through a non-enzymatic function and have been implicated in plant-pathogen interactions.^47,48^ *PIP1;4* is a plasma membrane localized aquaporin. Of the 13 *PIP* family members in *Arabidopsis*, 10 were significantly induced in clusters M4 and M5. Aquaporins are membrane channels that facilitate the transport of water and small neutral molecules (H_2_O, H_2_O_2_, and CO_2_).^49^ *ILL5* is most similar to *ILL3*, which encodes an amidohydrolase, involved in converting indole-3-acetic acid (IAA) from an amino acid conjugate to a free form to increase auxin signaling.^50,51^ All three markers displayed high expression in susceptibility clusters M4 and M5 (Figures 4A–4C, left; Figure S7B). *EXPA10* and *ILL5* had relatively weak expression in the transition cluster M3 and low expression in immune clusters M1 and M2 (Figures 4A and 4C). In contrast, *PIP1;4* was expressed in clusters M1–M3, but at a lower level than M4 and M5 (Figure 4B).

We examined the expression of two independent transgenic lines for each susceptibility marker after inoculation with *Pst* DC3000 and observed similar results for both lines (*pEXPA10::NLS-3xmCitrine*, *pPIP1;4::NLS-3xmCitrine*, *pILL5::NLS-3xmCitrine*; Figures 4A–4C and S6D–S6F). The *EXPA10* and *PIP1;4* transcriptional reporter lines exhibited low levels of expression in mock-inoculated plants and increasing levels of expression after inoculation, peaking at 72 hpi (Figures 4A, 4B, S6D, and S6E). A time course experiment was able to detect *EXPA10* induction at 10 h, but at a lower level than the 24, 48, or 72 hpi time points (Figures 4A, S6B, and S6D). The *ILL5* transcriptional reporter lines exhibited low levels of expression in mock-inoculated plants and increasing levels of expression, peaking at 48 hpi (Figures 4C and S6F). *ILL5* expression decreased slightly at 72 hpi but was still higher than 24 hpi (Figures 4C and S6F). Thus, the susceptible markers are activated after bacterial infection and strongly induced during later infection stages. These data highlight expression of susceptibility genes at later infection stages, consistent with the pseudotime trajectory.

### Immune and susceptible marker genes exhibit diverse patterns of spatial expression

Bacteria exhibit heterogeneity in colonization of a leaf after both syringe and surface inoculation (Figures 1A and 3A). Our transcriptional reporter lines enabled us to probe marker gene expression with high sensitivity and at single-cell resolution. Therefore, we investigated where pathogen-responsive cells are spatially localized after surface inoculation with *Pst* DC3000. First, we examined expression of the *FRK1* immune marker gene at 24 hpi when it showed highest expression (Figure 3B). *FRK1* was rarely expressed in mock samples, but was frequently observed in cells surrounding substomatal cavities colonized by bacteria (Figure 5A; Video S1). *P. syringae* uses stomatal pores to enter the leaf interior and colonize the substomatal cavity early during infection.^52^ We quantified confocal micrographs to determine the spatial localization of *FRK1* expressing cells. Ninety-one percent of cells expressing *FRK1* after *Pst* DC3000 inoculation surrounded substomatal cavities (Figure 5B). Next, we quantified the proximity of *FRK1* expressing cells to bacterial colonies. Seventy-five percent of *FRK1* expressing cells were proximal (<15 μm) to bacterial colonies (Figure 5C). These data demonstrate that *FRK1*, which is known to be one of the earliest PTI marker genes, exhibits strong and specific expression at sites of bacterial invasion.

In contrast to *FRK1*, the *LipoP1* transcriptional reporter line exhibited dynamic changes in spatial expression patterns during the course of infection. *LipoP1* is expressed in guard cells, which flank stomatal pores, in the absence of pathogen infection (Figure 3C and S6C). At 24 hpi, 60% of *LipoP1*-expressing cells were proximal to bacterial colonies (<15 μm; Figure S7C). However, *LipoP1* exhibited variable spatial expression at 48 and 72 hpi, either generally induced in all cells or highly induced in cells surrounding bacterial colonies, possibly because of unsynchronized bacterial infection within different leaves. We analyzed the expression pattern of *LipoP1* over time using bacterial fluorescence intensity as a proxy for bacterial colony size. In particular, we observed two patterns of *LipoP1* expression in cells surrounding bacterial colonies: a robust expression pattern surrounding colonies with a fluorescence intensity less than 300 pixels/mm^2^ (bundled pattern) as well as expression at the margins of larger colonies with a fluorescence intensity greater than 400 pixels/mm^2^ (marginal expression, Figures 5D–5F). Bundled and marginal *LipoP1* expression patterns were significantly higher than in uncolonized regions (Figure S7D). Plant cells at the center of marginal pattern did not exhibit chlorophyll autofluorescence, which indicates they died because of severe bacterial colonization. Collectively, these results suggest different *LipoP1* expression patterns are associated with bacterial population size.

*CPB60g* encodes a master immune transcription factor that works in parallel with SARD1 to regulate the synthesis of the plant defense hormone SA.^44,53^ In the absence of pathogen infection, *CBP60g* is generally expressed with low levels in all cells. After *Pst* DC3000 inoculation, the *CPB60g* transcriptional reporter line exhibited similar induction patterns to *LipoP1*, including general, bundled, and marginal patterns (Figures 5G and 5H). The general induction of *CPB60g* may be reflective of its role in SA biogenesis and transcriptional regulation of *NPR1*, which are critical for within-leaf and systemic immune responses.^44,53^

The intriguing spatial association of immune marker expression and bacterial colonization prompted us investigate if expression of susceptibility markers were spatially associated with bacterial colonization. We observed more broad induction of expression of the susceptibility marker *EXPA10* in large areas of the leaf that were proximal to regions robustly colonized by bacteria (Figure 5I), which contrasts with the more specific expression of the immune markers *FRK1*, *LipoP1*, and *CBP60g*. This *EXPA10* pattern of induction in sections of the leaf was most striking at 24 hpi before more uniform colonization of the leaf with larger bacterial colonies (Figures 3A and 5I). Reporter lines for *EXPA10* and *PIP1;4* exhibited detectable expression in epidermal and mesophyll cells in the absence of pathogen infection (Figure 4, S6E, and S6F). In contrast, *ILL5* was mainly expressed in guard cells in leaves without bacterial infection, but strongly induced at 48–72 hpi in epidermal, mesophyll, and guard cells (Figures 5J and 5K). Collectively, the transcriptional reporter lines representing immune and susceptible markers reveal distinct patterns of spatial and temporal expression during disease progression.

## DISCUSSION

Plants respond to pathogen infection in a heterogeneous manner. Here, we revealed heterogeneity of plant responses at single-cell resolution using scRNA-seq coupled with confocal imaging of transcriptional reporter lines. Individual plant cells at immune, susceptible, or transition states highlighted the gradient of responses within an infected leaf. Immune markers exhibit diverse spatial and temporal expression patterns, while susceptible markers exhibit more expansive and sustained expression patterns in response to virulent *Pst* DC3000 (Figure 6). These data indicate that virulent bacteria are able to reprogram larger sections of the leaf toward susceptibility.

Our understanding of host-pathogen interactions is largely influenced by assays investigating whole-tissue samples. However, even after uniform inoculation, pathogens exhibit uneven penetration into the leaf interior and variable colonization within a tissue, which should result in variable host responses. For example, spores from the fungal pathogen *Zymoseptoria tritici* are able to continuously germinate on wheat leaves and their hyphae penetrate stomata for up to 10 days, resulting in multiple asynchronized infection stages at any given time.^4,5,54^ *P. syringae* also exhibits uneven distribution on bean leaf surfaces, forming aggregates at leaf veins, crevices, trichomes, and occasionally stomata.^55^ Similarly, we were able to visualize uneven colonization patterns of *Pst* DC3000 after syringe and surface inoculation on *Arabidopsis* (Figures 1A and 3A). Our scRNA-seq analyses were able to simultaneously identify cell clusters exhibiting opposing biological processes (immunity and susceptibility) at 24 hpi, indicating asynchronous infection stages even early during infection (Figure 2).

Although *Pst* DC3000 is virulent on *Arabidopsis*, the pathogen can still induce damage and carries MAMPs that can be perceived by plant PRRs (flagellin, elongation factor Tu and 3′OH fatty acid epitopes), resulting in localized immune-activated cell clusters. Previous research has found purified MAMP treatment can initiate transcriptional responses within 5 min and *Pst* DC3000 infiltration within 2 h.^56,57^ The pseudotime trajectory of our scRNA-seq data placed the immunity cell clusters at an early stage of disease progression (Figure 2D). We identified two immune cell clusters (Figure 2), possibly due to waves of PTI transcriptional responses.^56^ Consistent with these observations, our immune transcriptional reporter lines were also highly expressed at early infection time points (Figure 3). *FRK1* is a well-known early marker gene of PTI.^43,46,57^ We found that *FRK1* expression was activated in cells surrounding substomatal cavities colonized by *Pst* DC3000 (Figures 3B and 5A–5C). *Pst* DC3000 uses stomatal pores to enter leaves and substomatal cavities are an early site of pathogen colonization.^52^ Similarly, the highly induced immune markers *LipoP1* and *CBP60g* exhibited proximal expression to bacterial colonies during infection (Figures 5D–5H and S7C–S7E). The clustering of immune markers in cells surrounding bacteria may indicate that these bacterial colonies carry or create sufficient MAMPs/DAMPs to induce defense. A similar spatial expression pattern of the immune gene *PR1* was also observed around the infection site during effector-triggered immunity.^58,59^ Compared with expression surrounding bacterial colonies, the immune marker *CBP60g* exhibited weaker, but general induction, in most cells at all infection stages, consistent with its role in inducing SA synthesis whose accumulation is required for defense within a leaf as well as systemic immune responses (Figure 5G).^44,53^

Plant pathogens deliver effectors into host cells to dampen immune responses and promote susceptibility.^14,60^ The timing and number of cells targeted for effector delivery also varies, but can occur within 75–90 min after bacterial infiltration on *Arabidopsis*.^61,62^ Transcriptional profiling of *Arabidopsis* infected by virulent *Pst* DC3000 detected effector-mediated suppression of PTI and upregulation of genes contributing to susceptibility by 6 h.^57,63^ Our scRNA-seq and promoter-reporter line investigations identified clusters of cells exhibiting patterns consistent with a compatible or susceptible interaction that peaked later during infection (Figures 2 and 4). For example, genes involved in water transport and ABA related processes were enriched in susceptible (M4 and M5) clusters. Recently, it has been reported that the HopM1 and AvrE effector family are responsible for apoplastic water-soaking phenotypes as a result of their ability to manipulate ABA signaling to induce stomatal closure.^64–66^ Unlike the localized expression of immune markers, susceptibility markers exhibited more general expression, indicating more global reprogramming of the leaf to a susceptible state over time. The susceptibility markers *EXPA10* and *PIP1;4* encode members of gene families that function in cell wall enlargement/expansion and water transport under normal conditions, respectively.^47,49^ During infection these processes can be manipulated by pathogens to create favorable environments for proliferation and disease development.^3,48^

Transcriptional profiling of entire tissues can mask cells at opposing response trajectories by averaging signals across thousands of cells. Comparing gene regulation in immune (M1 and M2) and susceptible (M4 and M5) clusters has resulted in the identification of candidates (Figures S4B–S5; Table S1C), including specific members of large gene families, involved in foliar plant-pathogen interactions. Genes regulating plant immune perception and signaling have been well characterized over the past 30 years, but identification of susceptibility genes has lagged behind.^67^ Susceptibility genes are attractive targets to modify for developing disease resistant crops because of advances in genome editing technologies and decreased regulatory oversight.^60,68^ Future advancements in high-resolution spatial transcriptomics enabling profiling of both plant and pathogen tissues, will facilitate investigating gene expression in a positional context in complex tissues.^33,69^ Detailed characterization of cellular states throughout disease development will enable a comprehensive understanding of mechanisms regulating disease progression.

### Limitations of the study

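In bulk RNA-seq, the Spearman correlation across genes of log2 CPM between leaves and protoplasts was 0.667 after mock treatment and 0.716 after *Pst* DC3000 treatment, each against a single protoplast library. Genes are not independent replicates, and no test was made. Both values lay below those between leaf replicates of 1 treatment. They rose to 0.801 and 0.832 when genes of low count were kept, and fell to 0.544 and 0.581 with antisense counts. Between the mock-treated and *Pst* DC3000-treated protoplast libraries the correlation was 0.847.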

Plant scRNA-seq experiments require generating protoplasts, a process that will induce transcriptional changes. 

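In bulk RNA-seq, 499 genes were changed both by *Pst* DC3000 in leaves and by protoplasting, 46.0% of the *Pst* DC3000-changed genes, against 33.3% of all genes tested. Both effects are measured against the same mock leaf libraries, so chance values are shared. In 20 simulations of unchanged groups against those libraries at most 1 gene was called for either effect and 0 for both, so they do not show how much the shared libraries add to the 499 genes. The effects correlated across genes at Pearson's r of 0.273, and the simulations gave 0.267 on average (0.245 to 0.290). The same sign was seen in 57.2% of genes, and in 60.2% in the simulations. Because no gene was changed in the simulated groups, these values are no yardstick for libraries in which many genes change. How much of the observed correlation the shared libraries cause stays open. Of the 499 genes, 303 were increased by both, where independence would give 150, and 138 were decreased by both, where it would give 43.1. Another 42 were increased by *Pst* DC3000 and decreased by protoplasting, and 16 the reverse. Leaving out each leaf library gave 388 to 728 genes changed by both, the highest without *Pst* DC3000 leaf replicate 2. The 303 genes were 39.3% of those increased by *Pst* DC3000. Of the 24 tested immunity genes of Table S1B, 10 were increased by protoplasting. Among them, *WRKY18*, *MLO12* and *ATL41* were also called for *Pst* DC3000 in leaves. The others, *SERK4*, *EDR4*, *BIK1*, *DHYPRP1*, *MDL3*, *AIR12* and *PUB22*, were not, so they are no part of the overlap. *MLO12* had 2.11 ± 0.871 CPM in mock-treated leaves (SD, n = 3) and 292 CPM in mock-treated protoplasts, and *WRKY18* 63.2 ± 22.7 and 1119 CPM. For these 2 genes of the list the response to *Pst* DC3000 was smaller in protoplasts (log2 interaction terms of -3.04 and -2.79, adjusted p of 0.00770 and 0.00859, edgeR's quasi-likelihood test).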

Although we controlled for protoplast induced genes, it is likely that some defense gene induction will not be detectable. A single scRNA-seq experiment was conducted per treatment on pooled samples of 10 plants each for mock treatment and 10 plants each for pathogen treatment.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Gitta Coaker ().

#### Materials availability

Seeds of transgenic plants generated in this study are deposited in *Arabidopsis* Biological Research Center (ABRC, stock number: see key resources table). Plasmids used to generate transgenic plants are deposited in Addgene (Addgene ID: see key resources table).

#### Data and code availability

- Single-cell and bulk RNA-seq datasets generated in this study have been deposited at Gene Expression Omnibus (GSE213625). Original microscopy images have been deposited in Zenodo (https://doi.org/10.5281/zenodo.7686553).
- All original code has been deposited at Zenodo (https://doi.org/10.5281/zenodo.7888124).
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Plant material and growth conditions

*Arabidopsis thaliana* ecotype Columbia Col-0 was used in single-cell RNA sequencing, bacterial growth curves and plant transformation. The transcriptional reporter line *pFRK1::NLS-3xmVENUS* in the Col-0 background was obtained from Professor Niko Geldner’s lab.^46^

*Arabidopsis thaliana* seeds (Col-0 or transgenic lines) were stratified for 2 days in the dark at 4°C before sowing onto soil or half-strength (1/2) Murashige and Skoog (MS) medium. Seeds were also surface-sterilized with disinfection solution (50% Bleach, 0.1% Tween 20) for 8 min and 75% ethanol for 1 min, washed thoroughly in sterile water for 4 times before sowing onto 1/2 MS medium. Four-week-old *A. thaliana* Col-0 used for scRNA-seq and plant transformation were grown in a controlled environment chamber at 22°C and 70% relative humidity with 10 h light/14 h dark photoperiod (100 μM m^−2^ s^−1^). Ten to 14-day-old seedlings grown on 1/2 MS were incubated at 22°C under long-day conditions with 16 h light/8 h dark cycles. Seedlings were used for microscopy analyses.

#### Bacterial strains and growth conditions

*Pseudomonas syringae pv. tomato* DC3000 *ΔhopQ1* and wild-type *Pst* DC3000 were labeled with 3xmCherry (*att*Tn7-3xmCherry, *Pst* DC3000-mCherry) using the site-specific Tn7 3xmCherry vector.^70^ Tn7 3xmCherry was transformed into competent cells of *Pseudomonas syringae* by electroporation. Cell suspensions were plated on nutrient yeast glycerol agar NYGA medium containing 100 μg/mL of rifampicin and 50 μg/mL of spectinomycin. After incubating two days at 28°C, bacterial colonies were screened. For all inoculations, bacteria were cultured overnight at 28°C on NYGA medium containing 100 μg/mL of rifampicin and 50 μg/mL of spectinomycin.

### METHOD DETAILS

#### Bacterial inoculation and quantification

Cells from an overnight culture of *Pst* DC3000-3xmCherry or *Pst* DC3000 *ΔhopQ1*-3xmCherry were collected and resuspended in 10 mM MgCl_2_. For scRNA-seq, protoplast bulk RNA-seq, leaf bulk RNA-seq samples, and bacterial growth curves, leaves of four-week-old *A. thaliana* were syringe infiltrated with a bacterial suspension of OD_600_ = 0.0001. Inoculated plants were kept under ambient humidity for 1 h to allow evaporation of excess water on the leaf surface. Then plants were covered with a transparent dome to maintain high humidity and incubated in growth chamber for 24 h. For seedling flood inoculation, two-week-old plants on ½ MS medium were flood inoculated using 40 mL of the bacterial suspension of OD_600_ = 0.01 with 0.02% Silwet L-77 per 100 mm x 100 mm square petri dish (Fisherbrand). The bacterial suspension was removed after 20-30 s incubation at room temperature. Inoculated plants were sealed with 3 M Micropore tape (3 M, St. Paul, MN, U.S.A.) and incubated in a growth chamber.

Bacterial titers after flood inoculation were determined as colony-forming units (CFU) per milligram. In brief, three plants were cut roots away as one biological repeat, and 5-7 repeats were taken for each time. After measuring the weight of the aerial parts of each repeat, samples were ground and diluted in 5 mM MgCl_2_. The bacterial suspensions were then plated on (NYGA) medium containing 100 μg/mL of rifampicin. Colonies were counted at each time point after incubation at 28°C. Bacterial titers after syringe infiltration were determined as described previously.^71^ Briefly, one leaf disk was taken from one inoculated plant using a cork borer (6 mm in diameter) and ground in 400 μl of 5 mM MgCl_2_. This served as one repeat, and 5-7 repeats were performed for each experiment. The bacterial suspensions were then diluted and plated on NYGA medium containing 100 μg/mL of rifampicin. Colonies were counted at each time point after incubation at 28°C.

#### Protoplast isolation

Protoplasts were isolated from *Arabidopsis* leaves infiltrated by bacteria and 10 mM MgCl_2_ (Mock) using Tape-*Arabidopsis* Sandwich method as described previously.^30^ The adaxial side of 10-20 infiltrated leaves (from 10 plants) for each treatment was stabilized on the time tape and the abaxial side was adhered to the Magic tape (3M). The abaxial side was removed by carefully pulling off the Magic tape. Peeled leaves were immediately immersed in a petri dish containing 10 mL of enzyme solution (1.5% Cellulase Onuzuka R-10 (Yakult, Japan), 0.3% Macerozyme R-10, (Yakult, Japan), 0.4 M Mannitol, 20 mM KCl, 20 mM MES (2-(N-Morpholino)ethanesulfonic acid hydrate) pH 5.7, 10 mM CaCl_2_, and 0.1% BSA). After digesting for 100 min with gentle shaking, the protoplast suspension was filtered through 40 μm cell strainer (BD Falcon 352340) into a round-bottomed 50 mL tube and centrifuged at 100x g for 1 min at 22°C using a swinging rotor. Protoplast pellets were gently resuspended in 10 mL of CS-sucrose buffer (0.4 M sucrose, 20 mM MES pH 5.7, 20 mM KCl) and centrifuged at 100x g for 2 min at 22°C. Intact and healthy protoplasts remained suspended in the upper layer. The upper layer suspension was then transferred into a clean round-bottomed tube and gently mixed with 10 mL of protoplast buffer (0.4 M Mannitol, 20 mM KCl, 20 mM MES pH 5.7, and 0.1% BSA). After centrifuging at 100x g for 2 min at 4°C using a swinging rotor, the supernatant was removed without disturbing the loosely packed protoplast pellets. The protoplast concentration was determined using a hemocytometer and the viability was checked using trypan blue solution. The protoplast sample from each treatment (DC3000 and mock) was divided for scRNA-seq and bulk RNA-seq.

#### scRNA-seq library preparation and sequencing

The protoplast suspension was diluted to a final concentration of 1000 cells/μL. A total of 40, 000 cells were loaded into a microfluidic chip (10X Genomics) with v3 chemistry to capture ~10,000 cells per sample. Protoplasts were barcoded with a Chromium Controller (10X Genomics). mRNA was reverse transcribed and cDNA libraries were constructed with a Chromium Single Cell 3’ reagent kit V3 (10X Genomics) according to the manufacturer’s instructions. Eleven cycles were used for cDNA amplification and 10 cycles were used for final library amplification. cDNA and final library quality was assessed using a Bioanalyzer 2100 High Sensitivity DNA Chip (Agilent). Sequencing of paired-end 150 bp reads was performed with a NovaSeq 6000 instrument (Illumina) at the University of California Davis Genome Center. Protoplasts from DC3000 treatment and mock inoculation were each barcoded on a single Chromium Controller.

#### RNA extraction, bulk RNA-seq library preparation and sequencing

Total RNA was extracted with TRIzol (Fisher #15596018), following the manufacturer’s instructions, for intact infiltrated leaves as well as leaf protoplasts isolated using the above mentioned method for scRNA-seq. DNase treatments were performed with RQ1 RNase-Free DNase (Promega #PR-M6101). Three biological replicates were performed for samples of *Pst* DC3000- or mock-infiltrated leaves, and one repeat was made for leaf protoplasts of each sample. cDNA libraries were prepared with QuantSeq FWD kit (Lexogen), according to the manufacturer’s protocol. The fragment size distribution was evaluated by a Bioanalyzer 2100 (Agilent). The library pool was treated using Exonuclease VII (NEB), SPRI-bead purified with KapaPure beads (Kapa Biosystems /Roche), quantified via qPCR with a Kapa Library Quant kit (Kapa Biosystems) on a QuantStudio 5 RT-PCR system (Applied Biosystems). Sequencing was performed at the University of California Davis Genome Center using a HiSeq 4000 (Illumina) platform with single-end 100 bp reads.

#### Bulk RNA-seq data analysis

Raw fastq files for three bulk RNA-seq replicates each for *Pst* DC3000- and mock-inoculated leaves, as well as one bulk RNA-seq replicate from protoplasts isolated from *Pst* DC3000- and mock-inoculated leaves were trimmed using TrimGalore (stringency = 4, default parameters otherwise) and aligned to the *Arabidopsis thaliana* reference genome (Araport11) and quantified using STAR. Differential expression metrics for protoplasting and bacterial-induced changes were evaluated using the glmQLFit method from the edgeR package (Bioconductor v3.12), using a design matrix that takes into consideration the interaction between these two variables. Genes determined to be significantly altered by protoplasting were identified using a relatively liberal set of criteria, i.e. having log-fold change values > 0.5 and adjusted (BH) p-values less than 0.05, and were removed from dimension reduction and integration analyses. Genes determined to be significantly affected by *Pst* DC3000 were those having log-fold change values >2 and adjusted (BH) p values less than 0.01, unless otherwise specified.

#### scRNA-seq data initial processing and integration

Raw fastq files for the two samples generated in this study (Mock, *Pst* DC3000) were processed using Cellranger (v6.0.1; 10x Genomics, Pleasanton, CA) using default parameters (and an expected cell # equal to 10,000), mapping to the Araport11 *Arabidopsis* reference genome. The output from Cellranger was further processed using the Velocyto (v0.17.15) algorithm,^72^ using default parameters, to generate spliced and unspliced counts matrices. For each cell, the percentage of reads mapping to mitochondrial, and chloroplast genes was computed. Cells were then filtered for those having a spliced mitochondrial read percentage of less than 1%, as well as a total spliced Unique Molecular Identifier (UMI) count within a dataset dependent threshold, bounded at the high end by 50,000 counts, and at the low end by 10% of the UMI count of the 100^th^ most spliced transcript-rich cell for that dataset.^73^

Cells were normalized using the SCTransform method (Seurat, v3.9.9005). A recent *Arabidopsis* leaf single-cell RNA-seq dataset^23^ was used to annotate cell types for all cells in this dataset using the label transfer pipeline (Seurat). Genes that were identified as being significantly influenced by protoplasting (see Bulk RNA-seq data analysis) were excluded from further analysis.

The *Pst* DC3000 and mock-inoculated datasets were then integrated using the anchor method (Seurat). Fifty principal components were calculated for the integrated dataset, used to cluster the cells (Louvain method, resolution 0.8) and further dimensionally reduce the gene expression space using Uniform Manifold Approximation and Projection (Seurat), using 50 Principal Components and default parameters (Table S2).

#### Pseudobulk analysis

A pseudobulk value for each gene was calculated as the sum of all counts from all cells for that gene within either the Mock- or *Pst* 3000-treated single-cell datasets. These values were then used to compare against whole-tissue or pooled-protoplast bulk RNA-seq data to verify that the single-cell datasets coarsely resemble bulk RNA-seq datasets.

#### Signature score computation

A *Pst* DC3000 signature score was computed as a composite metric quantifying the overall impact that *P. syringae* has on each cell. Here, the Seurat AddModuleScore function was used to define a pair of module score for genes up- or down-regulated by *Pst* DC3000 (from bulk RNA-seq data), with the signature score defined as the *Pst* DC3000-up module score subtracted from the *Pst* DC3000-down module score. Similarly, an Immunity Response Score was defined as a composite signature score quantifying the general state that each cell was in with respect to disease progression based on sets of genes known to be induced/involved in immune response (Immunity) and in advanced disease (Susceptibility). These genes were filtered for those that were found to be differentially expressed from our bulk RNA-seq analysis (see above). Immune and Susceptibility module scores were then computed using the AddModuleScore function (Seurat), and the Response Score was defined as the Susceptibility score subtracted from the Immunity score. Similarly, we also generated a protoplast signature score for those genes induced or repressed by protoplasting, generating another compound signature score for the overall effect of protoplasting (Figure S2)

#### Cluster-specific marker loci

Marker genes specifically expressed in each cell cluster were determined using the FindAllMarkers function (Seurat) (Table S1D). Significant markers were defined as those having a log-fold change (compared to all other clusters) greater than 0.25, and an adjusted (BH) p-value (wilcoxon rank sum test) less than 0.01. Log-fold change values between Mock- and *Pst* 3000-treated single-cell transcriptomes were computed for all superclusters (Immunity, Susceptibility, Transition, etc.) using the FindMarkers function (Seurat), with significance calculated using the DESeq2 (v1.30.1) method on the unnormalized counts.

#### GO term enrichment

For each cluster, a stringent set of marker loci was computed using the FindAllMarkers function in Seurat. GO term enrichment analysis was then performed using the topGO R package (Bioconductor version 3.12) for these marker genes, using all expressed genes (excluding those induced by protoplasting) as background. GO enrichment was calculated as the number of significant genes divided by the number of expected genes for each GO term.

#### Pseudotime inference

SCTransform-normalized expression values for spliced transcripts in mesophyll cells (excluding Seurat cluster 16, which seemed distinct from other mesophyll cells) were filtered from the *Pst* DC3000 dataset and re-embedded in a low-dimensional UMAP space using the Monocle 3 (v1.0.0) pipeline (using 5 principal components, the correlation distance metric, and a minimum distance of 0.01). A cell trajectory was then imputed using Monocle 3, defining the starting cell as that with the lowest *Pst* DC3000-expression score (a measure of how influenced the cell is by pathogen expression, empirically determined using bulk RNA-seq expression data) within the cluster with the lowest mean *Pst* DC3000 signature score, and a minimum branch length of 15. Pseudotime was projected onto this cell trajectory for *Pst* DC3000 mesophyll cells. Genes that vary significantly with pseudotime were computed with the graph_test function (Monocle 3), using “principal graph” as the neighbor_graph parameter. Genes were selected as significant as those having a Morans I value greater than 0.2 (Table S1C).

#### Generation of transgenic lines

Genes for the generation of reporter lines were selected based on their enrichment in clusters M1-M5 (adjusted p-value from the FindAllMarkers Seurat function less than 0.01, and a log-fold change greater than 1), relatively specific expression from scRNA-seq analyses in either immune or susceptible clusters and potentially interesting functions from the literature. Promoters (~ 2 kb upstream of the start codon) of *LipoP1* (AT3G18250, 2210 bp), *CBP60g* (AT5G26920, 2183 bp), *EXPA10* (AT1G26770, 2025 bp), *PIP1;4* (AT4G00430, 2151 bp) and *ILL5* (AT1G51780, 2089 bp) were PCR-amplified and fused to a nuclear localization signal (NLS) in pENTR vectors using In-Fusion HD Cloning Plus (Clontech). See Table S3 for primer details. The resulting constructs were recombined with binary destination vector pMpGWB123^74^ bearing 3xmCitrine using Gateway Cloning Technology (Invitrogen). All plasmids were transformed into *Agrobacterium tumefaciens* GV3101 strain and then transformed into *A. thaliana* Col-0 by floral dipping method.^75^ Seedlings of transgenic plants were screened on ½ MS plates supplemented with 25 μg/mL of hygromycin and 100 μg/mL of carbenicillin. Ten to fifteen independent T1 lines were analyzed for mCitrine fluorescence, and 3-5 T2 lines expressing mCitrine were selected for bacterial infection. Transgenic plants T2 or T3 (1-2 independent lines) with similar induction patterns after bacterial infection were selected for further experiments.

#### Confocal settings and image processing

Confocal imaging was performed on either a Leica TCS SP8 or Zeiss LSM 980 with Airyscan 2 laser scanning microscope. Pictures were taken with a 20x (Leica TCS SP8 or Zeiss LSM 980), 10x dry immersion objectives (Leica TCS SP8), as well as 5x immersion objective for tile-scan with 10% overlap (Leica TCS SP8). The following excitation and emission parameters were used for different fluorophores: mVENUS/mCitrine 488 nm, 493 – 540 nm; mCherry 552 nm, 586 – 635 nm; chlorophyll 638 nm, 650 -720 nm on Leica TCS SP8. mCitrine 488 nm, 490 – 543 nm; mCherry 561nm, 570 – 640 nm on Zeiss LSM 980. Sequential scanning was applied to avoid fluorescence interference between channels. Time-course confocal images of each transcriptional reporter line were taken under identical settings (lens, laser power, pinhole size, detector gain, and interval of Z stack) for comparison of fluorescence intensity over time. Different microscope settings were applied for different transcriptional reporter lines according to the expression level of transgenes in plants.

Quantification of bacterial colony number, area, and fluorescence intensity was performed with the Imaris software (https://imaris.oxinst.com/). In brief, the Surface Model tool was used to quantify colony number and area of an entire image. Background subtraction was used to manually adjust threshold until all visible fluorescently-labeled bacteria colonies were detected. Then the detected colonies were counted and surface area measured. The Spot tool was used to build spots for each fluorescence domain to quantify fluorescence intensity. Quantification was determined by measurement of mean fluorescence intensity per spot (fluorescence intensity/nucleus). Algorithm settings of Different Spot Sizes were used due to variable nuclei size in different cell types of plant leaves. Background subtraction function was used for spot detection. To classify spots, “Quality (pixel intensity of a spot center)” filter was used to manually adjust threshold until all visible fluorescently-labeled nuclei were detected. Spot regions were determined by manually adjusting threshold of absolute intensity detection to ensure complete coverage of fluorescently-labeled nuclei.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Statistical analyses were performed with Graphpad Prism 9.0 software (https://www.graphpad.com/) or in R. The data are presented as mean ± SD, and “n” represents number of analyzed images from at least 3 plants. One-way ANOVA with Tukey’s test was used for multiple comparisons. Two tailed Student’s t-test was used to compare means for two groups. Details about the statistical analyses are described in the figure legends.

## Supplementary Material

1

2

3

4

## Figures and Tables

**Figure 1.**
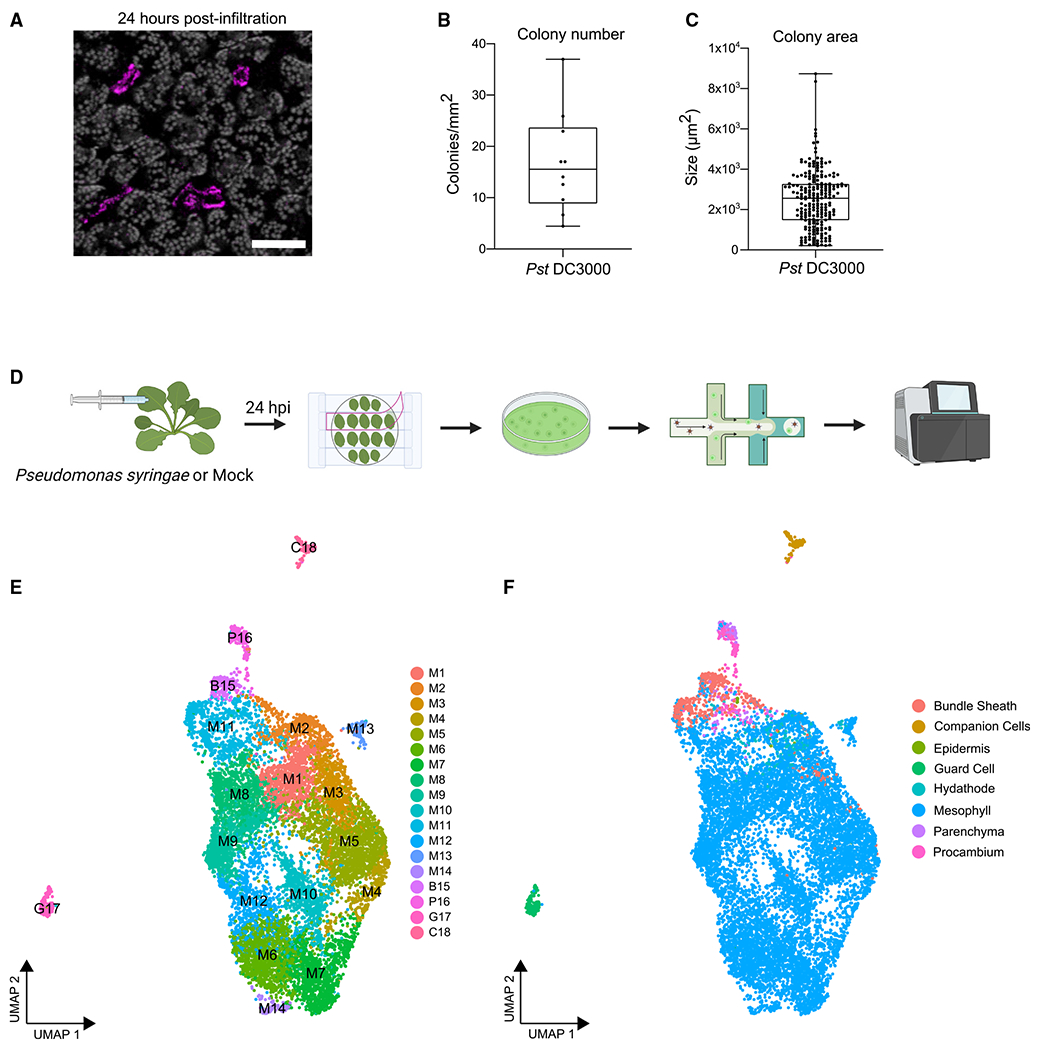
Single-cell RNA-seq profiling of *Arabidopsis* infected with *Pseudomonas syringae* (A) Confocal micrograph of a representative image of an *Arabidopsis* leaf 24 h post-infiltration (hpi) with mCherry-tagged *Pst* DC3000 Δ*hopQ1* (*Pst* DC3000). The image is a maximum projection from 21 confocal z stacks. Chlorophyll autofluorescence is shown in gray. Scale bar: 100 μm. (B and C) *Pst* DC3000 colony number and area in infiltrated leaf tissue shown in (A). Boxplot shows median with minimum and maximum values indicated (n = 10 images from 4 plants). (D) Overview of the scRNA-seq experiment. Four-week-old *Arabidopsis* Col-0 was infiltrated with *Pst* DC3000 or 10 mM MgCl_2_. Twenty-four hours post-infiltration, protoplasts were prepared using the Tape-*Arabidopsis* Sandwich method. Cells were isolated on the 10X Genomics Chromium chip and sequenced using the Illumina NovaSeq6000 platform. (E and F) Single-cell uniform manifold approximation and projection (UMAP) plots from both *Pst* DC3000 and mock-treated samples, colored according to cluster identities (E) and cell types (F). M, mesophyll; B, bundle sheath; P, parenchyma and procambium; G, guard cells; C, companion cells. See also Figures S1 and S2 and Tables S1A and S2.

**Figure 2.**
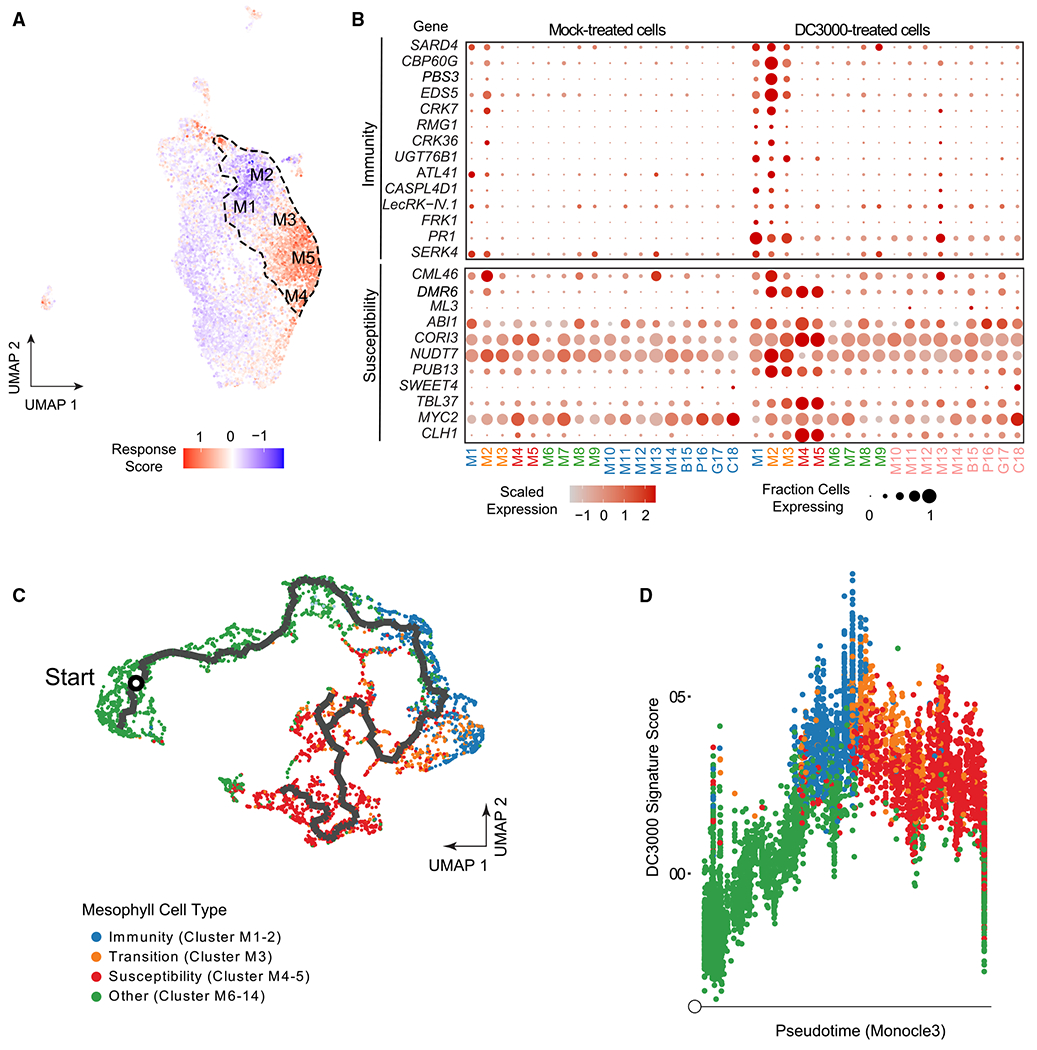
scRNA-seq reveals a continuum of disease progression from immune to susceptible responses within leaf tissue (A) UMAP plot visualizing the magnitude of response to pathogen infection. Dashed line outlines the pathogen-responsive clusters (M1–M5). Immune and susceptibility response scores were calculated as gene expression modules (STAR Methods) on the basis of the cell-specific expression of sets of genes known to be involved in immunity or susceptibility that were differentially expressed in our bulk RNA-seq analysis. Blue (negative values) indicates more immune-like, red (positive values) indicates more susceptible-like. (B) Dot plot of the relative expression and percent of cells expressing known plant immunity or susceptibility genes across different cell populations in the integrated scRNA-seq data at 24 hpi with *Pst* DC3000. (C) Pseudotime trajectory through mesophyll cells shows directed transition from immunity (M1 and M2) to susceptibility (M4 and M5). Mesophyll cells in clusters M1–M14 were re-embedded in low-dimensional space, then subjected to trajectory inference using the Monocle 3 package (STAR Methods). An initial cell was chosen as having the lowest DC3000-induced expression signature. Cells colored by their cluster membership, with green cells belonging to non-responsive mesophyll cells (other), blue cells belonging to immune clusters, orange cells corresponding to the transition cluster, and red cells belonging to susceptibility clusters. (D) DC3000 induction signature throughout pseudotime. Pseudotime values computed from the trajectory shown in (C). A DC3000 signature score was defined as the module score (STAR Methods) for genes repressed by DC3000 from our bulk RNA-seq analysis, subtracted from the module scores for those genes that were induced. Cells are colored as in (C), on the basis of their cluster membership. See also Figures S2–S5 and Table S1.

**Figure 3.**
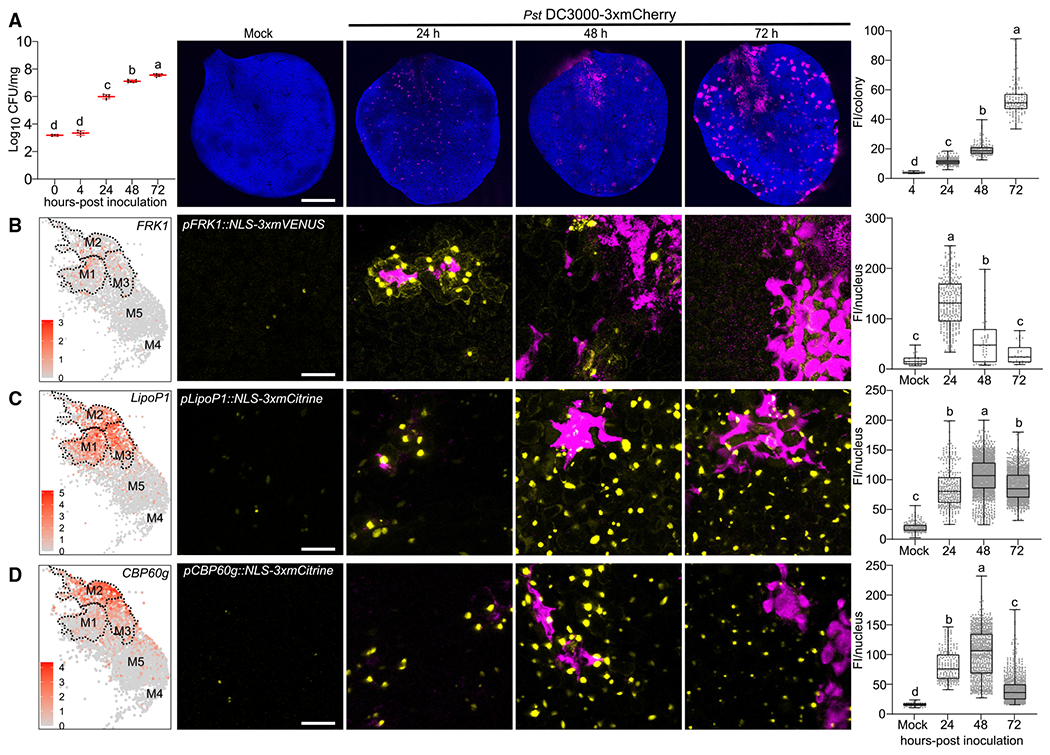
Temporal dynamics of immune marker expression during *Pseudomonas* infection (A) Analysis of bacterial growth over three days post-flood inoculation. Two-week-old *Arabidopsis* seedlings grown on Murashige-Skoog plates were surfaceinoculated with mCherry-tagged *Pst* DC3000 at concentration of 1×10^7^ colony-forming units/mL (CFU/mL). Left: analyses of bacterial growth over time. Middle: confocal micrograph of representative images of mock or *Pst* DC3000-inoculated *Arabidopsis* leaves over time. Chlorophyll autofluorescence is shown in blue. Right: bacterial populations were determined by quantifying mean fluorescence intensity (FI; mean gray values) per colony. Boxplots show median with minimum and maximum values (n = 3 images from 3 plants). Different letters indicate statistically significant differences (p < 0.0001, ANOVA with Tukey test). Scale bars: 1 mm. (B–D) The immune markers *FRK1* (B), *LipoP1* (C), and *CBP60g* (D) are highly expressed at early infection stages but downregulated at late stages. Promoterreporter lines for each immune marker were generated by fusion to a 3xfluorophore possessing a nuclear localization signal (NLS). Left: feature plot of immune markers in pathogen-responsive clusters. Dashed line outlines clusters M1–M3. Middle: representative images of immune marker expression at different infection stages. Plants were inoculated as described in (A) and mock images are taken at 24 h. Pictures are maximum projections from confocal z stacks. Right: mean florescence intensity per nucleus was calculated and boxplot shows median with minimum and maximum values (n = 6 images from 3 plants). Different letters indicate statistically significant differences (p < 0.0001, ANOVA with Tukey test). Scale bars: 25 μm. All experiments were repeated at least two times with similar results. See also Figure S6.

**Figure 4.**
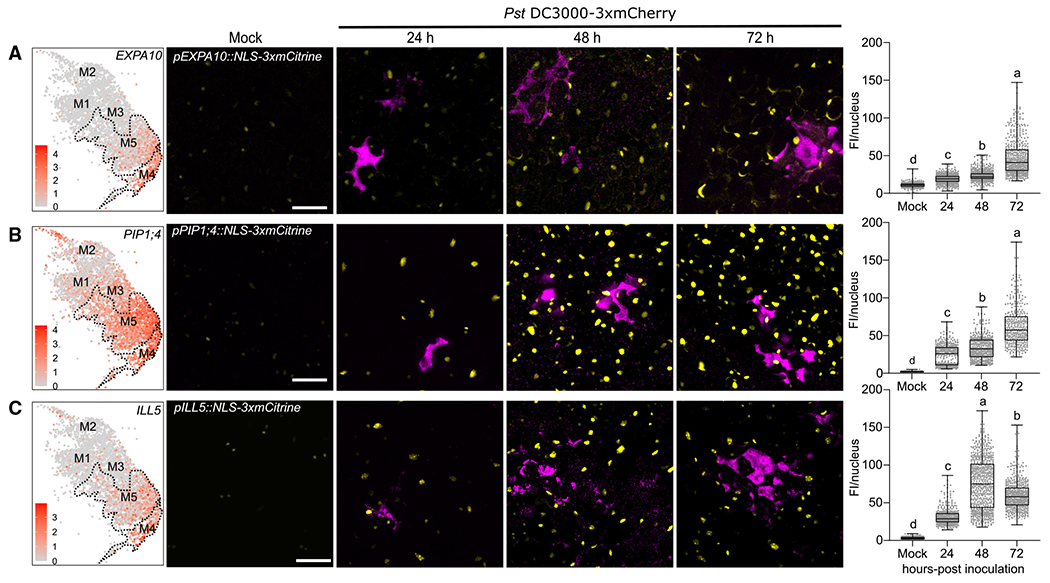
Temporal dynamics of susceptible marker expression during *Pseudomonas* infection (A–C) The susceptible markers *EXPA10* (A), *PIP1;4* (B), and *ILL5* (C) are highly induced at late infection stages. Promoter-reporter lines for each marker were generated by fusion to a 3xfluorophore possessing a nuclear localization signal (NLS). Left: feature plot of susceptible markers in pathogen-responsive clusters. Dashed line outlines clusters M4 and M5. Middle: representative images of susceptible marker expression at different infection stages. Two-week-old *Arabidopsis* seedlings grown on Murashige-Skoog plates were surface-inoculated with mCherry-tagged *Pst* DC3000, and mock images were taken at 24 h. Pictures are maximum projections from confocal z stacks. Right: mean florescence intensity (FI; mean gray values) per nucleus was calculated and boxplot shows median with minimum and maximum values indicated (n = 6 images from 3 plants). Different letters indicate statistically significant differences (p < 0.0001, ANOVA with Tukey test). All experiments were repeated at least two times with similar results. Scale bars: 25 μm. See also Figure S6.

**Figure 5.**
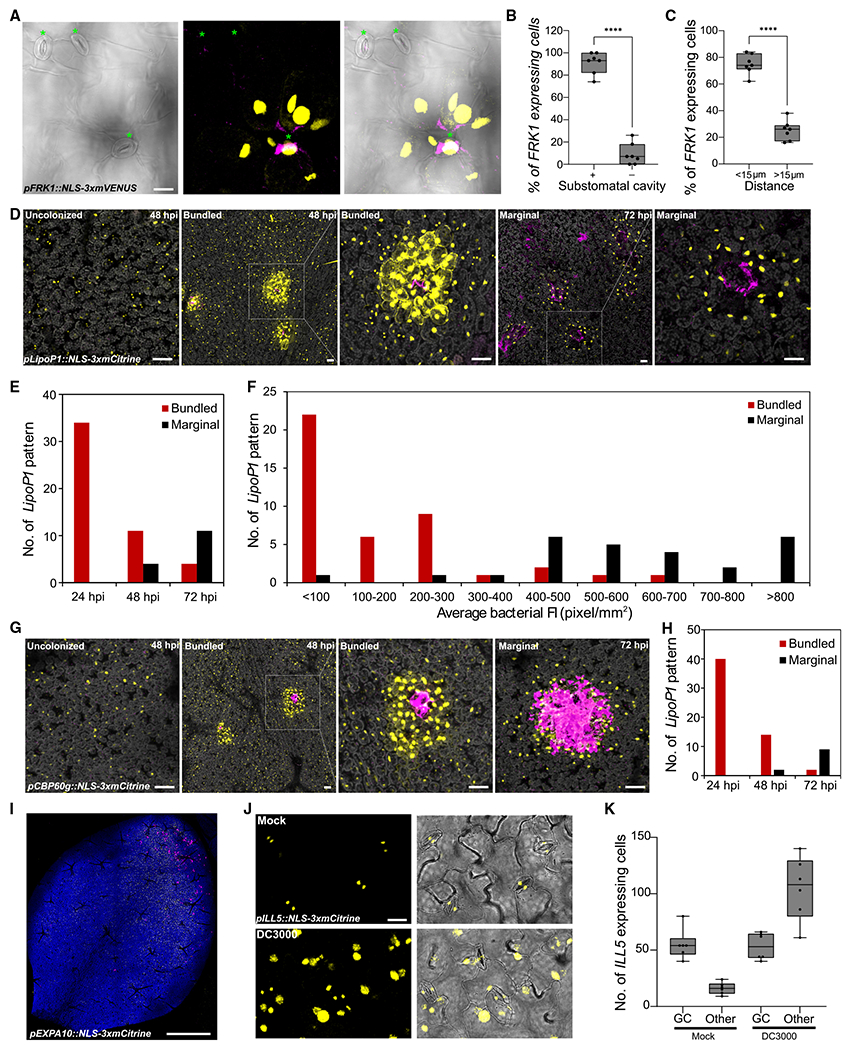
Spatial dynamics of immune and susceptible marker expression after *Pseudomonas* infection (A–C) The immune marker *FRK1* is induced in surrounding cells of substomatal cavities colonized by *Pseudomonas syringae* DC3000. Two-week old *Arabidopsis pFRK1::NLS-3xmVENUS* seedlings were flood-inoculated with mCherry-tagged *Pst* DC3000. (A) At 24 hpi, whole seedlings were fixed and cleared using ClearSee. Green asterisks indicate stomata. Left: a single image of bright field channel. Middle: maximum projections of z stack of mVENUS and mCherry signals. Each yellow dot indicates a single nucleus. Right: merged image. Scale bar: 20 μm. (B) Percentage of *FRK1* expressing cells surrounding a substomatal cavity (+) or not (−) at 24 hpi. Boxplot shows median with minimum and maximum values indicated (n = 7 images from 4 plants). ****p < 0.0001 by two-tailed, unpaired Student’s t test. (C) Percentage of *FRK1* expressing cells that are proximal (<15 μm) or distal (>15 μm) to a bacterial colony 24 hpi. Data were analyzed as described in (B). (D) The immune marker *LipoP1* is expressed in bundled and marginal patterns surrounding bacterial colonies. *Arabidopsis pLipoP1::NLS-3xmCitrine* seedlings were inoculated as described in (A). Representative images of *LipoP1* expression at 48 and 72 h in DC3000-treated samples. Pictures are maximum projections of a z stack of mCitrine, mCherry, and chlorophyll autofluorescence signals. Chlorophyll autofluorescence is shown in gray. Scale bars: 50 μm. (E) Number of *LipoP1*-expressing patterns at 24, 48, and 72 h in DC3000-treated samples. At least 8 images from 3 plants were analyzed at each time point. (F) Number of *LipoP1*-expressing patterns at different average florescence intensities (FIs) of bacterial colonies. Twenty-four images taken at 48 and 72 hpi were analyzed. (G) The immune marker *CBP60g* is expressed in bundled and marginal patterns during late infection. *Arabidopsis pCBP60g::NLS-3xmCitrine* seedlings were inoculated as described in (A). Representative images of *CBP60g* expression at 48 and 72 hpi. Pictures are maximum projections of a z stack of mCitrine, mCherry, and chlorophyll autofluorescence signals. Chlorophyll autofluorescence is shown in gray. Scale bars: 50 μm. (H) Number of *CBP60g* expressing patterns at 24, 48, and 72 hpi. At least 7 images from 3 plants were analyzed at each time point. (I) Expression of the susceptible marker *EXPA10* in a larger area of the leaf proximal to DC3000 colonies at 24 hpi. Maximum projections of z stack of mVENUS, mCherry, and chlorophyll autofluorescence signals. Scale bars: 1 mm. (J) The susceptible marker *ILL5* is expressed in guard cells before inoculation and broadly expressed after infection. *Arabidopsis pILL5::NLS-3xmCitrine* seedlings were inoculated as described in (A). Representative images of *ILL5* expression at 48 h in mock- or DC3000-treated samples. Maximum projections of z stack of mCitrine signals were combined with single image of bright-field channel. Scale bar: 20 μm. (K) Number of *ILL5* expressing cells at 24 h in mock- or DC3000-treated samples. Boxplot shows median with minimum and maximum values indicated (n = 6 images from 3 plants). p < 0.0001, ANOVA with Tukey test. All experiments were repeated at least twice with similar results. See also Figure S7, Video S1.

**Figure 6.**
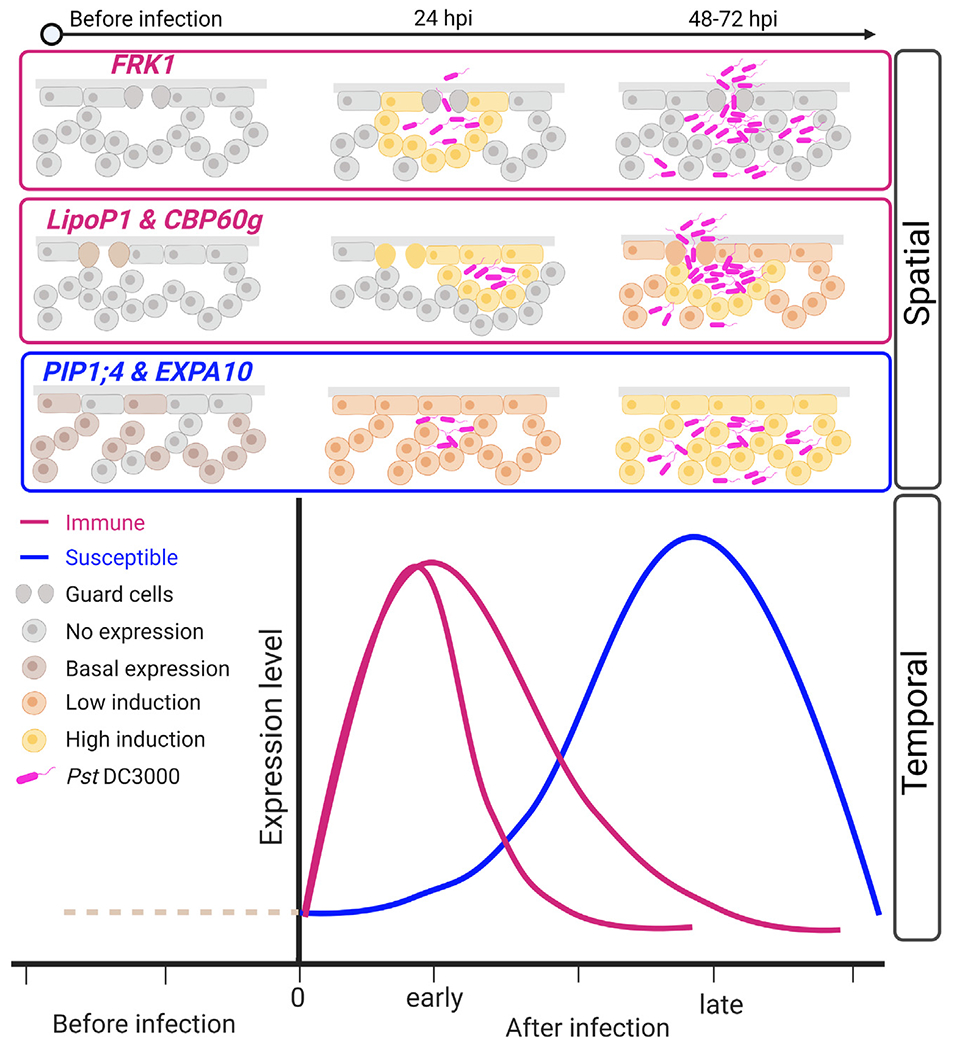
Spatial and temporal model of immune and susceptible marker gene expression Immune and susceptible cell cluster markers exhibit diverse spatial and temporal expression patterns. Immune markers are highly induced at early infection stages, with in close proximity to bacterial colonies. At later time points (after 48 h), the *FRK1* marker is no longer expressed, while other immune markers, including *LipoP1* and *CBP60g*, exhibit bundled and marginal expression patterns. Susceptible cell cluster markers exhibit basal expression that is broadly induced after infection throughout the leaf and peaks at late stages. Created with BioRender.com.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Bacterial and virus strains		
*Pseudomonas syringae pv. tomato* DC3000	Cuppels^76^	N/A
*Pseudomonas syringae pv. tomato* DC3000 *ΔhopQ1*	Wei et al.^28^	N/A
*Pseudomonas syringae pv. tomato* DC3000 *ΔhopQ1 - 3xmCherry*	This study	N/A
*Pseudomonas syringae pv. tomato* DC3000 - *3xmCherry*	This study	N/A
*Escherichia coli* strain DH5a	Fisher	Cat# 11319019
*Agrobacterium tumefaciens* strain GV3101	Coppinger et al.^84^	N/A
Chemicals, peptides, and recombinant proteins		
Cellulase Onuzuka R10	Yakult	Cat# L0012
Macerozyme R10	Yakult	Cat# L0021
Mannitol	Sigma	Cat# M4125-5KG
MES (2-(N-Morpholino)ethanesulfonic acid hydrate)	Fisher	Cat# BP300-100
Bovine Serum Albumin (BSA)	Fisher	Cat# BP1600-100
Sucrose	Fisher	Cat# BP220-212
Tween-20	Fisher	Cat# BP337-500
Silwet-77	Bioworld (Fisher)	Cat# NC0138454
β-mercaptoethanol	Amersco (VWR)	Cat# M131-100ML
KCl	Mallinckrodt	Cat# 6858
MS medium	RPI (Fisher)	Cat# 50-213-423
Trizol	Invitrogen (Fisher)	Cat# 15596018
Dulbecco’s Phosphate-buffered saline (DPBS, 1X)	Cellgro	Cat# 21-031-CV
Xylitol	Fisher	Cat# AAA1694422
Sodium deoxycholate	Sigma	Cat# D6750-500G
Urea	Fisher	Cat# U15-3
Paraformaldehyde	Sigma	Cat# P6148
Rifampicin	Fisher	Cat# BP2679-5
Spectinomycin	Sigma	Cat# 56757010GM
Hygromycin	Gibco (Fisher)	Cat# 10687010
Carbenicillin	Fisher	Cat# BP2648-5
MgCl_2_	Fisher	Cat# M35-212
Sodium Hydroxide	Fisher	Cat# S230-500
Critical commercial assays		
In-Fusion HD Cloning Plus	Clontech/Takara	Cat# 638910
pENTR Directional TOPO Cloning kit	Invitrogen	Cat# K2400-20
Gateway Cloning Technology LR	Invitrogen	Cat# 11791-020
RQ1 RNase-Free DNase	Promega	Cat# M6101
Chromium Single Cell 3’ reagent kit V3	10X Genomics	Cat# PN-1000268
QuantSeq FWD kit	Lexogen	Cat# 015
Kapa Library Quantification kit	Kapa Biosystems/Roche	Cat# 07960484001
Deposited data		
scRNA-seq and bulk RNA-seq datasets	This study	GSE213625
Original microscopy images	This study	https://doi.org/10.5281/zenodo.7686553
Original code	This study	https://doi.org/10.5281/zenodo.7888124
Experimental models: Organisms/strains		
*Arabidopsis thaliana*: Col-0 wild-type	ABRC (*Arabidopsis* Biological Resource Center)	CS70000
*Arabidopsis: pFRK1::NLS-3xmVENUS*	Zhou et al.^46^	N/A
*Arabidopsis: pLipop1::NLS-3xmCitrine* (Line 1, 19-10-5)	This study	ABRC: CS73265
*Arabidopsis: pLipop1::NLS-3xmCitrine* (Line 2, 19-15-1)	This study	ABRC: CS73266
*Arabidopsis: pCBP60g::NLS-3xmCitrine* (Line 1, 22-4)	This study	ABRC: CS73260
*Arabidopsis: pCBP60g::NLS-3xmCitrine* (Line 2, 22-1)	This study	ABRC: CS73408
*Arabidopsis: pEXPA10::NLS-3xmCitrine* (Line 1, 16-7-3)	This study	ABRC: CS73261
*Arabidopsis: pEXPA10::NLS-3xmCitrine* (Line 2, 16-8)	This study	ABRC: CS73262
*Arabidopsis: pPIP1;4::NLS-3xmCitrine* (Line 1, 23-4)	This study	ABRC: CS73267
*Arabidopsis: pPIP1;4::NLS-3xmCitrine* (Line 2, 23-5)	This study	ABRC: CS73268
*Arabidopsis: pILL5::NLS-3xmCitrine* (Line 1, 4-5-1)	This study	ABRC: CS73263
*Arabidopsis: pILL5::NLS-3xmCitrine* (Line 2, 4-1-3)	This study	ABRC: CS73264
Oligonucleotides		
All primers are listed in Table S3	This study	N/A
Recombinant DNA		
*pLipop1::NLS-3xmCitrine*	This study	Addgene: 192522
*pCBP60g::NLS-3xmCitrine*	This study	Addgene: 192521
*pPIP1;4::NLS-3xmCitrine*	This study	Addgene: 192524
*pILL5::NLS-3xmCitrine*	This study	Addgene: 192525
*pEXPA10::NLS-3xmCitrine*	This study	Addgene: 192523
Software and algorithms		
Leica Application Suite X (v3.4.2.18368)	Leica Microsystems	https://www.leica-microsystems.com/
Zeiss Zen 2.3 SP1 FP1 (v14.0.12.201)	Zeiss	https://www.zeiss.com/corporate/int/home.html
GraphPad Prism (v9.2.0)	GraphPad	https://www.graphpad.com
Imaris (v8.0)	Oxford Instruments Imaris	https://imaris.oxinst.com/
Geneious Prime (v2021.1.1)	Geneious	www.geneious.com
R/RStudio (v1.4.1103)	R CoreTeam^77^ RStudio Team^78^	https://www.r-project.org/
Seurat (v3.9.9005)	Hao et al.^79^	https://github.com/satijalab/seurat
TrimGalore	https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/	https://github.com/FelixKrueger/TrimGalore
EdgeR (v3.12)	McCarthy et al.^80^ Robinson et al.^81^	https://bioconductor.org/packages/release/bioc/html/edgeR.html
Cellranger (v6.0.1)	10x Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/installation
Velocyto (v0.17.15)	La Manno et al.^72^	http://velocyto.org/
Monocle 3 (v1.0.0)	Trapnell et al.^37^ Qiu et al.^40^	https://github.com/cole-trapnell-lab/monocle3
DESeq2 (v1.30.1)	Love et al.^82^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
topGO (v3.12)	Alexa and Rahnenfuhrer^83^	https://bioconductor.org/packages/release/bioc/html/topGO.html

How the deposited data were processed for this re-analysis (not part of the article)

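Transcripts were measured by bulk RNA-seq in 8 libraries of *Arabidopsis* Col-0, 24 h after infiltration with mock solution or *Pst* DC3000. Leaves of each treatment gave 3 libraries, and protoplasts gave 1 library per treatment. The single-cell data of the article were not analysed here.

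The authors trimmed reads with TrimGalore, aligned and quantified them with STAR on Araport11, and deposited raw counts per gene in a table of all libraries, together with per-library tables of unstranded, sense and antisense counts. The table of all libraries was checked against the sense counts, and 6 of its values (5 genes, 3 libraries) differed, by 1 to 5 counts. It lists 27655 genes, of which 22134 had a count. Versions of the trimming and alignment tools are not given in the sources used here. Reads in the categories unmapped, multimapping, ambiguous or outside genes name no gene and were left out of library sizes and tests. Multimapping reads were 44.3 to 49.0% of reads per library, so counts of genes with near-identical copies are lower than their expression. Gene names come from a reference gene table of assembly TAIR10.1, which matched 27445 of the genes. It was used for names, base composition, gene length and which genes neighbour each other, and no coordinates are given. The remaining identifiers were used as the authors list them.

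Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with the design (minimum count 10, minimum total count 15), which left 16050. Libraries were scaled by TMM, whose factors were 1.07 to 1.26 in leaves, 0.566 in mock-treated and 0.798 in *Pst* DC3000-treated protoplasts. A quasi-likelihood model of treatment, material and their interaction was fitted to all 8 libraries, with 4 residual degrees of freedom, all from leaves. Adjusted p-values are Benjamini-Hochberg values over the genes tested. Genes changed by *Pst* DC3000 had an adjusted p under 0.01 and an absolute log2 fold change above 2 in leaves. Genes changed by protoplasting had an adjusted p under 0.05 and an absolute log2 fold change above 0.5 after mock treatment, as in the article's methods, and the limit of 0.01 in its results was an alternative. A difference in response between protoplasts and leaves was called on the interaction term at an adjusted p under 0.05. Standard errors are the log2 fold change over the root of the F statistic. Normalized values are CPM at the TMM-scaled library size.

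Gene lists were tested with camera (preset correlation 0.01) and fry. They were the immunity and susceptibility lists of Table S1B, the 13 PIP aquaporins, and marker lists for epidermis, guard cells, phloem and companion cells, xylem and bundle sheath, mesophyll and jasmonate, written from general knowledge. The set test for the PIP family was fry. Named genes were chosen by a rule written before the data were examined, as were the tests, thresholds and alternatives unless stated otherwise. The rule takes the genes the article names in its results as immune or susceptible and its 6 reporter genes, the genes of Table S1B as lists, the 13 PIP genes, the 5 highest and 5 lowest fitted log2 fold changes for *Pst* DC3000 and for protoplasting, and the 3 highest and 3 lowest fitted interaction terms, each among called genes with a mean of at least 5 CPM. For *Pst* DC3000 the leaf libraries of both treatments must not overlap, and for protoplasting both protoplast libraries must lie outside the range of the leaf libraries. Values in a copy of Table S1A that holds the first 13.2% of its 15127 loci had been seen when the rule was written.

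With 2435443 to 2962427 counts per library, 3 counts stand for 0.852 to 1.11 CPM in leaves, 1.80 CPM in mock-treated and 1.33 CPM in *Pst* DC3000-treated protoplasts. A fold change against a group without counts is given as a lower bound from this floor. Such floors cover counting error only. The tools were tested on simulated counts of 14617 genes. For each effect a separate set of 200 genes was changed by known amounts. All changes were of at least 3 (log2) in size, on genes above the median level in mock-treated leaves. Protoplast libraries were drawn with the dispersions fitted here, which rest on the leaf replicates. Recovery of smaller changes or of genes with few counts was not tested. For *Pst* DC3000 in leaves edgeR recovered 99.5% and called 0 unchanged genes (DESeq2 and limma-voom also 99.5% and 0). For protoplasting it recovered 99% with 8 unchanged genes called, and for the interaction 91% with 16. DESeq2 recovered 90% and 86% of the latter, and limma-voom 84.5% and 75.5%.

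Alternatives were DESeq2 size factors, the DESeq2 and limma-voom tests, no count filter or a filter of 1 CPM in 3 libraries, robust dispersions, bias-corrected quasi-likelihood, a replicate term, leaving out each leaf library, unstranded, sense and antisense counts, leaving out organelle genes, thinning to the smallest library, and other contrasts and thresholds. Scaling by library size alone and an additive model with its own filter were added after the data were seen.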

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

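The tests of sequencing depth, of a missing response, of levels in mock-treated protoplasts and of neighbouring genes were chosen after the results they bear on had been seen. The others in this part were set beforehand.

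The response to *Pst* DC3000 differed between protoplasts and leaves in 727 genes, by a test of the interaction itself (edgeR's quasi-likelihood test, adjusted p under 0.05). It was higher in protoplasts in 160 of these genes (22.0%) and lower in 567, and the share of higher responses was 49.6% with library size alone. The article does not report this term. Single leaf libraries move the count: it was 280, 454 and 338 without mock leaf replicates 1, 2 and 3, 468 without *Pst* DC3000 leaf replicate 1 and 1479 without *Pst* DC3000 leaf replicate 2, which kept all 727. The tables argue against trends on base composition and gene length as the whole cause. Thinning does not decide on depth, since library totals were already close. It also leaves in place the TMM-scaled size of the mock-treated protoplast library, the lowest of all. After each library's trend on base composition and gene length was removed, 96.0% of the calls stayed. With all libraries thinned to the smallest, 82.1% stayed (597 genes). Fewer stayed under other scalings and tests: 542 without organelle genes, 428 with library size alone, 440 in DESeq2's test, 445 in limma-voom and 397 with the replicate block, so part of the calls depends on scaling and model. The noise of lone libraries is not excluded, because each protoplast group is 1 library. When 1 mock and 1 *Pst* DC3000 leaf library were set apart as if they were protoplasts, 9 such pairs gave 0 to 183 calls, and the protoplasts in fits of the same size gave 89 to 1349, more in all 9. Pairs without *Pst* DC3000 leaf replicate 2 gave at most 1 call, with 309 to 771 genes at an unadjusted p under 0.05. Variation between protoplast preparations was not measured, so noise of these 2 libraries and a biological difference cannot be told apart gene by gene.

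Among these genes, 157 were increased by *Pst* DC3000 in leaves and had a smaller response in protoplasts. Their median log2 response was 2.56 in leaves and -0.07 in protoplasts. A *Pst* DC3000 protoplast library without a response does not account for them. The 426 genes increased by *Pst* DC3000 and not called for protoplasting had a median response of 2.06 in protoplasts and 2.99 in leaves, with genes at 0 set at the floor, and 401 of them were above 0 in protoplasts. A candidate explanation is that these genes were already high in mock-treated protoplasts. In mock-treated protoplasts they stood 4.53 above mock-treated leaves (median log2), 146 of the 157 were called increased by protoplasting, and in *Pst* DC3000-treated protoplasts they stood 1.55 above *Pst* DC3000-treated leaves. The interaction and the protoplasting effect share the mock protoplast library, so a high value there by chance raises one and lowers the other, but the value of 1.55 does not use that library. This is a hypothesis, found and tested on the same libraries. A further 407 genes not called for *Pst* DC3000 in leaves had a lower response in protoplasts, with a median of 0.07 in leaves and -1.95 in protoplasts.

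The 6 named genes of this kind rest on the same single libraries. AT2G33830 had 40.5 ± 8.02 CPM in mock and 8.73 ± 3.15 CPM in *Pst* DC3000 leaves (SD, n = 3), but 9.02 and 498 CPM in mock-treated and *Pst* DC3000-treated protoplasts, an interaction of 8.00 (log2, standard error 0.56, adjusted p = 3.12e-05). The other 5 had no count in 1 protoplast library. *RIBA2* (AT2G22450) was at least 16.7-fold and AT5G61890 at least 6.13-fold higher in *Pst* DC3000-treated than in mock-treated protoplasts, over a floor of 3 counts. The NEET gene (AT5G51720), with 185 counts in mock-treated protoplasts, was at least 83.8-fold lower, AT4G25433 at least 24.0-fold lower and AT4G25290 at least 15.4-fold lower. All 5 lost their call in limma-voom, with adjusted p-values of 0.0544 to 0.125. AT5G61890 also lost it without mock leaf replicate 1 (adjusted p = 0.0509) and with unstranded counts, and AT4G25433 without mock leaf replicate 1 (0.0577), without *Pst* DC3000 leaf replicate 1 (0.0507) and with a replicate term. Genes with no count in 1 library and at least 20 counts in each of the other 7 numbered 3 in each protoplast library and 0 in each leaf library, a tally made after the named genes were seen. No explanation of these zeros was tested.

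Reads on the antisense strand, which the article does not analyse, gave 147 genes changed by *Pst* DC3000 in leaves among 2823 tested (94 increased and 53 decreased, same criteria). Leakage from the gene's own transcript would give both strands the same direction, and 45.7% of the 105 calls with a tested sense strand shared its sign (48 genes). Reads of a neighbouring gene on the opposite strand may be the source of most of this signal: 73.5% of the calls (108 genes) lay within 500 bp of, or overlapped, an opposite-strand gene that *Pst* DC3000 changed in the same direction, against 2.78% of the uncalled genes (72 of 2593). Examples, chosen after their values were seen, are antisense reads at *PUT4* (AT3G13620, beside AT3G13610), at AT2G19180 (beside *FRK1*) and at AT3G11490 (beside *BSMT1*). For the remaining 39 calls without such a neighbour, an antisense transcript of their own stays open. Transcript ends that reach past the annotated gene were not tested.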

How the results depend on the processing

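Alternatives were set before the data were examined, apart from library size alone and the additive model with its own filter. With each leaf library left out, *Pst* DC3000-changed genes numbered 869 to 1394, protoplasting genes 4619 to 6099, genes called for both 388 to 728, and interaction calls 280 (without mock leaf replicate 1) to 1479 (without *Pst* DC3000 leaf replicate 2). The fewer samples leave the cause of these shifts open. The immunity median ranged from 2.35 to 2.67 and the susceptibility median from 1.50 to 1.71.

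Interaction calls moved to 464 in DESeq2, 454 in limma-voom and 1220 without a count filter, which tests more genes. Thresholds moved *Pst* DC3000-changed genes to 2813 (absolute log2 fold change above 1) and 163 (glmTreat), protoplasting genes to 3130 (increases only) and 3550 (adjusted p under 0.01), genes called for both to 319 (protoplasting increases only), and the called reporter genes from 4 to 2 (glmTreat). Library size alone gave 9346 protoplasting genes and the xylem list a median of -6.32, no longer past the threshold. The xylem list was also not called in limma-voom (-4.36), and the guard cell list was called without a count filter (-5.34) and at 1 CPM in 3 libraries (-5.34). The PIP median ranged from -0.59 to -0.22 with each leaf library left out and was called without *Pst* DC3000 leaf replicate 2 (-0.59), in the additive model (-0.53) and averaged over leaves and protoplasts (-0.99). Leaf to protoplast correlations were 0.801 and 0.832 without a filter, and 0.714 and 0.762 at 1 CPM. Adding multimapping to unmapped reads gave a difference of -1.45 percentage points. The cause was not tested except where named.

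Antisense counts hold fewer reads and genes. They gave 147 *Pst* DC3000-changed genes, 670 protoplasting genes, 48 interaction calls, 46 genes called for both, 0 reporter genes and correlations of 0.544 and 0.581. Called values that reversed there were the immunity median (-0.85, 3 genes), *EDS5* (-1.39), AT1G29660 (0.28) and *SLAC1* (0.21), and 2 values called in neither, of *AIR12* and *RCA*, changed sign. Lists with under 3 tested genes gave no antisense value. Averaging over both treatments called *LHCB2.1* (-0.69) and *LHCB3* (-0.66) lower for protoplasting, which had been above 0 and not called.

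The replicate numbers do not pair the leaf libraries: deviations of same-numbered libraries correlated at -0.0374, -0.102 and -0.0368. With a replicate block, 1000 *Pst* DC3000-changed, 4222 protoplasting, 406 interaction and 438 shared genes were called. The median of the immunity list was 2.43 with the replicate block, of the susceptibility list 1.59, of the PIP family -0.42, and 4 reporter genes were called.

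The share of increases among protoplasting genes was 58.6%, against 74.3% in limma-voom, 46.9% averaged and 20.5% with library size alone. Among interaction calls it was 22.0%, against 32.5% without organelle genes and 49.6% with library size alone. Of 2543 values of named genes under alternatives, 2456 kept their side of the threshold, 63 lost and 19 gained a call in the same direction, and 5 changed sign and were called under at least one of both settings. The 2456 include 25 values (12 genes) that changed sign and were called in neither, of at most 0.73 in size before. Depth limits the genes without counts in a group, whose changes are lower bounds.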

Differences from the paper's values

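The paper reports 7548 genes affected by protoplasting at an adjusted p under 0.01 in its results. At that limit 3550 genes were found here. Of the alternatives set before the data were examined, averaging the effect over both treatments (5459 genes) came within 1.5 times the paper's count, and the others did not (433 genes on the antisense strand, 2608 to 4458 elsewhere). At the adjusted p under 0.05 of the paper's methods, 5342 genes were found, against 7591 when the effect was averaged over both treatments and 6653 in the additive model, both set before the data were examined. In the copy of Table S1A used here, which holds the first 13.2% of the paper's 15127 loci, 829 loci carry a protoplasting label, 262 of them at an adjusted p of 0.01 or more and 0 at 0.05 or more.

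An additive model of treatment and material with its own filter, chosen after seeing the values, gave 890 *Pst* DC3000-changed genes, the paper's count, against 1084 here. Its log2 fold changes for *Pst* DC3000 differed from those in the copy by at most 5.00e-06, and it dropped 0 of the loci the copy labels for either effect. The *Pst* DC3000 values in the copy are thus those of an additive fit, not of the interaction design in the paper's methods. Loci outside the copy could not be compared. For protoplasting it gave 6376 genes at an adjusted p under 0.05 and 4308 under 0.01. It reached the paper's 7548 at an adjusted p under 0.1, a limit also chosen after seeing the values, where it called 157 loci of the copy that carry no label. Scaling by library size alone, likewise added later, gave 6214 genes at 0.01.

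For named genes in the copy, the log2 fold changes for *Pst* DC3000 of *JIN1/MYC2* (the paper's 2.32, here 3.10) and *BXL2* (the paper's -3.57, here -3.92) differed by more than the standard error. So did the protoplasting values of *LHCB1.2* (the paper's 0.0894, here 0.60), *JAZ1* (the paper's 4.42, here 5.50) and *LOX3* (the paper's 7.21, here 8.37). With an additive model on the filter used here, all 5 of these values fell within the standard error. Averaging over both did the same for *LHCB1.2*, *JAZ1* and *LOX3*. For *BXL2* so did limma-voom, no filter, 1 CPM in 3 libraries, leaf libraries only, the replicate block, unstranded counts, and leaving out mock leaf replicate 1, *Pst* DC3000 leaf replicate 1 or *Pst* DC3000 leaf replicate 3. The other alternatives set beforehand that gave a value for these genes left the differences in place. Unstranded counts gave none for *JIN1/MYC2*, and antisense counts none for the other genes. *CORI1* (3.69, the paper's 3.58) and *EXPA10* (0.54, the paper's 0.70) lay within the standard error. *CER1* and *MYB60* lay further apart in the fit than the standard error (the paper's -8.49 and -3.86 for protoplasting, here -11.77 and -6.89), but had no count in mock-treated protoplasts, so that only lower bounds hold here (at least 85.1-fold and 2.86-fold lower), and the paper's values exceed both.

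The paper describes the genes of Table S1B as differentially expressed in its bulk RNA-seq. It does not say for which effect. At its stated criteria for *Pst* DC3000, 24 of the 45 tested genes of both lists passed here and 21 did not. At an adjusted p under 0.01 without a limit on the fold change 28 passed. Of those that did not pass, *ATBBE25* passed without a count filter and without *Pst* DC3000 leaf replicate 2, *NUDT7* passed without mock leaf replicate 2 and without *Pst* DC3000 leaf replicate 2, and *PUB22* was called decreased without a count filter and with the replicate block. In the additive model on the filter used here, *WRKY18*, *MLO12*, *ATL41* and *NPR3* no longer passed, and no gene of the lists was gained. With library size alone, chosen after seeing the values, 16 immunity and 10 susceptibility genes passed.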

Other observations

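The tests of organelle transcripts, of a loss of cell types, of mixed material in *Pst* DC3000 leaf replicate 2 and of the unmapped share were chosen after the results had been seen. The others in this part were set beforehand.

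For the 1084 *Pst* DC3000-changed genes, chance in the grouping of libraries cannot be excluded by regrouping, since 3 and 3 libraries allow only 10 splits. The real split was the 1 split with as many calls, and the other 9 gave 0 each in edgeR, with 121 to 671 genes at an unadjusted p under 0.05 (7190 for the real split).

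Several technical causes of the 5342 protoplasting calls were tested. A mock leaf library set apart from the other 2 gave at most 0 calls in edgeR (294 to 420 genes at an unadjusted p under 0.05), where mock-treated protoplasts in fits of the same size gave 4587 to 4743, so the noise of a leaf-like lone library does not produce such counts. Variation between protoplast preparations was not measured. Removing each library's trend on base composition and gene length, which spanned 0.245 to 0.713 (log2), kept 97.8% of the 5257 calls with a base composition value, and did not cover the other calls. Leaving out chloroplast and mitochondrial genes kept 96.9% of the calls on nuclear genes (5094 of 5257). Scaling matters for direction: with library size alone the median over all genes shifted to -1.07 for protoplasting, 0.15 for *Pst* DC3000 and 0.20 for the interaction (log2), against -0.13, 0.01 and -0.14 with TMM, and to -0.21 for protoplasting without organelle genes.

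Marker lists moved apart in mock-treated protoplasts. The median log2 change was -8.91 for epidermis (8 genes, camera, adjusted p = 7.49e-07 over 6 lists), -4.52 for guard cells (6 genes, 0.0981), -2.75 for phloem (6 genes, 0.000889), -5.45 for xylem and bundle sheath (5 genes, 0.00713) and 0.32 for mesophyll (8 genes, 0.281). With genes at 0 set at their bounds the first 4 medians were -5.34, -1.49, -2.48 and -3.82. For *Pst* DC3000-treated protoplasts against *Pst* DC3000-treated leaves, the same 4 medians with bounds were -4.97, -1.22, -1.94 and -3.25. The mesophyll median was -1.23 there, so that list held its level after mock treatment only. Under fry the calls of epidermis, phloem and xylem held and the guard cell list was also called (adjusted p = 0.000766), while mesophyll was not (0.386). The guard cell genes *TGG1* and *TGG2* rose by 1.41 and 1.44, and *TGG2* was not called without mock leaf replicate 2 (1.26) or mock leaf replicate 3 (1.40), with robust dispersions (adjusted p = 0.0519) or with the replicate block (1.22, adjusted p = 0.0892, the highest over its alternatives). The mesophyll median was -0.63 with library size alone, -0.28 in the additive model and -0.43 averaged over both treatments, and *LHCB1.2* and *RCA* of that list were called higher without *Pst* DC3000 leaf replicate 2, as was *LHB1B1* in the additive model (1.05) and averaged over both treatments (0.97). None of these markers is on the immunity or susceptibility list. Of the tested markers outside mesophyll, 20 of 25 were called lower and 2 higher, and 12 of the 20 kept the call in limma-voom. *LTP1*, the most abundant of the epidermis genes, fell from 1666 ± 114 CPM in mock-treated leaves (SD, n = 3) to 23.5 CPM, and *SUC2* of the phloem list from 142 ± 11.5 to 21.0 CPM. *RBCS1A* of the mesophyll list stood at 13961 ± 793 and 14690 CPM after mock treatment, but at 9201 ± 2501 and 4056 CPM after *Pst* DC3000 treatment. For the genes decreased after mock treatment, the lower marker lists may reflect a loss of epidermal and vascular cells when leaves are peeled and digested. This is a hypothesis from markers that all leaves express. For most of the increased genes such a loss does not account for the increase in the interaction model: the largest increase of a mesophyll marker there was 0.60, and 2515 of the 3130 increased genes lay above it by more than 2 standard errors. With library size alone all 8 mesophyll markers fell, so the comparison tests nothing there, and it was not made in the additive or averaged fits.

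The jasmonate list rose in mock-treated protoplasts, with a median log2 change of 4.80 (10 genes, camera, adjusted p = 0.000207; fry, 0.000471) and 8 genes called higher. *LOX3* went from 17.5 ± 9.77 CPM in mock-treated leaves to 5781 CPM (log2 fold change 8.37, standard error 0.42), and *AOS* from 321 ± 25.2 to 10349 CPM. *VSP1* fell by 2.14, a call lost in limma-voom (adjusted p = 0.0942), and *VSP2* (-0.47) was called lower only when the effect was averaged over both treatments (-1.32, adjusted p = 0.00552). *LOX2* rose by 0.79 and lost its call without any 1 of the mock leaf replicates or without *Pst* DC3000 leaf replicate 1 (0.70 to 0.86), in the additive model (0.18) and averaged over both treatments (0.10). In *Pst* DC3000-treated leaves the list's median was 2.70, and *Pst* DC3000-treated protoplasts stood 2.03 above those leaves.

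Genes that the article names for immune or susceptible cells were also measured in whole leaves, which average over cells. Of the 6 reporter genes, 4 were called. *CBP60g* rose from 11.4 ± 5.23 to 94.3 ± 41.3 CPM (SD, n = 3; log2 fold change 3.06, standard error 0.36, adjusted p = 3.70e-05, edgeR's quasi-likelihood test), *LipoP1* by 4.84, and *ILL5* at least 16.1-fold. *FRK1* was called, though not in limma-voom. *EXPA10* (0.54, standard error 0.29, adjusted p = 0.162) and *PIP1;4* (0.54, standard error 0.18, adjusted p = 0.0297) were not. *EDS5* rose by 4.22, *CORI3* by 3.20 and *ABI1* by 1.60, below the threshold of 2.

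The article reports PIP aquaporin genes as induced in susceptible cells. In whole leaves the 12 tested members had a median log2 fold change of -0.39 after *Pst* DC3000 treatment, 4 above 0, and the family was not called (fry, adjusted p = 0.0917; camera, 0.0385). *PIP1;5* (-2.28) and *PIP1;3* (-2.06) were called lower, the latter not without *Pst* DC3000 leaf replicate 3 (-1.84), in the additive model or averaged over leaves and protoplasts. Library size alone, where the family median was -0.26, called 1 of them. Without *Pst* DC3000 leaf replicate 2 the family was called lower (median -0.59, fry, adjusted p = 0.0169; range over alternatives 0.0169 to 0.225). The family's summed counts fell by 0.71 (log2, standard error 0.21, adjusted p = 0.0166), from 6068 ± 222 to 3708 ± 923 CPM (n = 3). Multimapping reads were not counted, so reads shared between near-identical members are missing from this sum, and their part in the decrease stays open. Over 4 scalings the family median lay between -0.47 and -0.26. Since members moved both ways, this median does not decide what part scaling has, which also stays open. A mixture of cells with rising and falling PIP levels was not tested.

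*Pst* DC3000 leaf replicate 2 lay nearer to the mock-treated leaves than the other replicates. Over 885 genes induced in replicates 1 and 3, its median response was 0.477 of theirs. For 16 immunity genes the median fraction was 0.315 (0.0719 to 0.606), for 10 susceptibility genes 0.863, and for 8 jasmonate genes 1.30 (0.843 to 2.09). The same measure for immunity and jasmonate genes was 1.80 and 0.891 in replicate 1 and 1.26 and 0.806 in replicate 3. Both were set against a mean that includes replicate 2, so they partly mirror it. Mock-treated material mixed into the sample would lower all induced genes by 1 fraction, and the jasmonate and immunity fractions differed by 0.98. Random lists of induced genes lay as far apart in 0.03% of 10000 draws. Each gene was drawn on its own there, while genes of 1 list may move together within a library. This share is therefore not a p-value. Thinning left the immunity fraction at 0.313, but does not test depth. It leaves the expected CPM unchanged, and replicate 2 is itself the smallest library. A replicate at another stage of infection may differ in this way, a hypothesis that rests on 1 library, and no measure of bacterial growth was used here.

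The share of unmapped reads was 4.55 ± 0.28% in *Pst* DC3000-treated and 5.49 ± 0.48% in mock-treated leaves (SD, n = 3), a difference of -0.939 percentage points (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow), so chance cannot be excluded. No biological explanation was tested.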
